# An integrative analysis of post-translational histone modifications in the marine diatom *Phaeodactylum tricornutum*

**DOI:** 10.1186/s13059-015-0671-8

**Published:** 2015-05-20

**Authors:** Alaguraj Veluchamy, Achal Rastogi, Xin Lin, Bérangère Lombard, Omer Murik, Yann Thomas, Florent Dingli, Maximo Rivarola, Sandra Ott, Xinyue Liu, Yezhou Sun, Pablo D. Rabinowicz, James McCarthy, Andrew E. Allen, Damarys Loew, Chris Bowler, Leïla Tirichine

## Abstract

**Background:**

Nucleosomes are the building blocks of chromatin where gene regulation takes place. Chromatin landscapes have been profiled for several species, providing insights into the fundamental mechanisms of chromatin-mediated transcriptional regulation of gene expression. However, knowledge is missing for several major and deep-branching eukaryotic groups, such as the Stramenopiles, which include the diatoms. Diatoms are highly diverse and ubiquitous species of phytoplankton that play a key role in global biogeochemical cycles. Dissecting chromatin-mediated regulation of genes in diatoms will help understand the ecological success of these organisms in contemporary oceans.

**Results:**

Here, we use high resolution mass spectrometry to identify a full repertoire of post-translational modifications on histones of the marine diatom *Phaeodactylum tricornutum*, including eight novel modifications. We map five histone marks coupled with expression data and show that *P. tricornutum* displays both unique and broadly conserved chromatin features, reflecting the chimeric nature of its genome. Combinatorial analysis of histone marks and DNA methylation demonstrates the presence of an epigenetic code defining activating or repressive chromatin states. We further profile three specific histone marks under conditions of nitrate depletion and show that the histone code is dynamic and targets specific sets of genes.

**Conclusions:**

This study is the first genome-wide characterization of the histone code from a stramenopile and a marine phytoplankton. The work represents an important initial step for understanding the evolutionary history of chromatin and how epigenetic modifications affect gene expression in response to environmental cues in marine environments.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0671-8) contains supplementary material, which is available to authorized users.

## Background

Eukaryotic histones are small proteins involved in the formation of nucleosomes, the basic repeating unit of chromatin comprising a histone core around which approximately 146 base pairs of DNA wrap, allowing it to be packaged into the nucleus [1]. The histone core consists of a histone octamer comprising two copies of histone H2A and H2B dimers and one copy of a histone H3-H4 tetramer, all linked to the next nucleosome by the histone linker H1, which appears to be an essential element for stabilizing the folding and condensation of chromatin [2]. Histones are substrates for a diverse range of post-translational modifications (PTMs). These PTMs can occur alone or in a combinatorial fashion (known as the ‘histone code’) and define dynamic transitions between active and silent chromatin states that co-regulate important biological processes [3]. PTMs occur primarily on the N-terminal tails of histones but also on their globular domains and their C-termini, and include methylation, acetylation, phosphorylation, ubiquitination, sumoylation, citrullination, ADP-ribosylation, hydroxylation, and crotonylation of specific residues [4]. While histone acetylation is generally associated with gene activation, methylation of specific lysine residues can be associated with either active or silent chromatin states depending on the residue that is modified, and whether it is mono-, di-, or tri-methylated. Furthermore, histone phosphorylation is involved in transcriptional regulation of a wide range of biological processes, such as mitosis, DNA replication and damage repair, stress responses, and activation of transcription.

Histones are one of the most highly conserved groups of proteins throughout evolution, highlighting their important role in living organisms. They have been found in almost all eukaryotes so far examined, and although they are not found in bacteria, they do occur in some Archaea [5], indicating their ancient origin. They have been extensively studied in several model organisms, including human, *Drosophila*, yeast and *Arabidopsis*. However, little is known about their role in genome organization in phylogenetically distant groups of eukaryotes beyond the Opisthokonta (including metazoans and fungi) and the Archaeplastida (higher plants, green and red algae).

The chromalveolate group is one of the most diverse groups of eukaryotes, and includes ciliates and dinoflagellates (members of the Alveolata), as well as oomycetes and diatoms (representatives of the Stramenopila, also known as Heterokonta) [6]. Very little is known about the genome structure of these organisms. Ciliates, for example, show a peculiar genome organization reminiscent of the germline-soma distinction in other eukaryotes, with a macronucleus, where transcription of protein coding genes takes place, and a germline micronucleus, which remains silenced [7]. This diversity in genome organization is also seen in dinoflagellates, whose chromosomes are attached to the nuclear membrane and lack canonical histones [8].

Diatoms (Bacillariophyta) are one of the major groups of chromalveolates. Although chronically understudied from a molecular perspective, they are a fundamental component of phytoplankton in most aquatic ecosystems, and are believed to contribute around 40 % of primary production in marine ecosystems [9]. Whole genome sequencing of two marine diatoms, *Thalassiosira pseudonana* and *Phaeodactylum tricornutum*, has revealed their unusual genomic composition, proposed to be a result of endosymbiotic gene transfers involving green and red algae, as well as a significant amount of horizontal gene transfer from bacteria [10]. The combination of genes from different origins has attributed them with novel metabolic capacities for photosynthetic organisms, such as fatty acid oxidation pathways and a urea cycle centered in their mitochondria [11]. These pathways are central hubs of diatom primary metabolism and are also used for diatom-specific processes, such as the construction of their silicified cell walls, known as frustules [11, 12].

Diatoms are remarkably successful organisms with a broad distribution in contemporary oceans and with a well-known capacity to adapt rapidly and outcompete other phytoplankton when favorable conditions arise [13], suggesting that epigenetic regulation mechanisms might contribute to their success. We therefore used high accuracy mass spectrometry (MS) to draw a comprehensive landscape of PTMs in *P. tricornutum*. Using chromatin immunoprecipitation (ChIP), we generated whole genome maps of five PTMs and compared their distributions with a previously generated DNA methylation landscape [14]. Finally, we demonstrate the dynamic nature of the chromatin code by revealing changes in response to nutrient limitation.

## Results

### Identification of histone PTMs using mass spectrometry

The *P. tricornutum* genome encodes 14 histone genes dispersed on 5 of the 34 chromosome scaffolds characterized previously [15]. Most are found in clusters of two to six genes, as seen in other, albeit not all, eukaryotes such as the ciliates *Stylonychia lemnae*, *Tetrahymena thermophila* and related species [16, 17]. The phylogenetic clustering of *P. tricornutum* histones in doublets of H3-H4 and H2A-H2B reflects their similar evolutionary history, which involves the progressive diversification and differentiation of the four core histone families through a mechanism of recurrent gene duplication [18] (Additional file 1). While histones H4 and H2B are highly conserved, the *P. tricornutum* genome encodes one variant of histone H1, and two variants of each histone H3 and H2A. Further *in silico* analysis revealed that the 27 Mb genome contains a plethora of histone-modifying enzymes, including histone acetyl transferases and deacetylases, and methyl transferases and demethylases [19].

To identify histone PTMs in *P. tricornutum*, we used high-accuracy MS combined with different enzyme digests with purified histone preparations [20]. Subsequent manual inspection and validation of MS data resulted in a high level of confidence in discriminating between modified sites with the same nominal masses (see Materials and methods for details). In total we identified 62 PTMs on the core and variant histones, among which eight are novel or have been identified previously in only one species (Fig. 1a). As expected, most PTMs are on the protruding N-terminal tails, although a substantial number of modified sites were also detected on the globular domains (Fig. 1a; Additional file 2). A range of lysine residues exhibited multiple modifications comprising mono-, di- and tri-methylation, acetylation and mono-ubiquitination, many of which are shared with mammals and plants. However, the positions of some modified sites were not conserved, such as the ubiquitination of lysine 111 of histone H2B. N-terminal acetylation was observed on H2A.Z and H4, where the initial methionine was lost during protein processing and the subsequent serine residue was acetylated. We could not detect either di- or tri-methylation of lysine 9 of histone H3 despite the presence of the histone modifying enzyme of the SuVar family. However, we have shown the presence of both modifications by western blot in a previous work [21]. Of note, neither H3K9me2 nor H3K9me3 were detectable by MS in *Arabidopsis* despite their occurrence in vivo [22, 23]. Although several arginine methylases are encoded in the *P. tricornutum genome* [19], methylation of arginine was not detected, which might be due to its low abundance. Some modifications were shared only with metazoans and not plants, such as mono-, di- and tri-methylation of lysine 79 of histone H4. Besides these novel PTMs, we identified five additional unique modifications, acetylation of lysines 31 and 59 of histone H4 as well as acetylation of lysines 2, 34 and 107 of H2B (Fig. 1a, b).

**Fig. 1:**
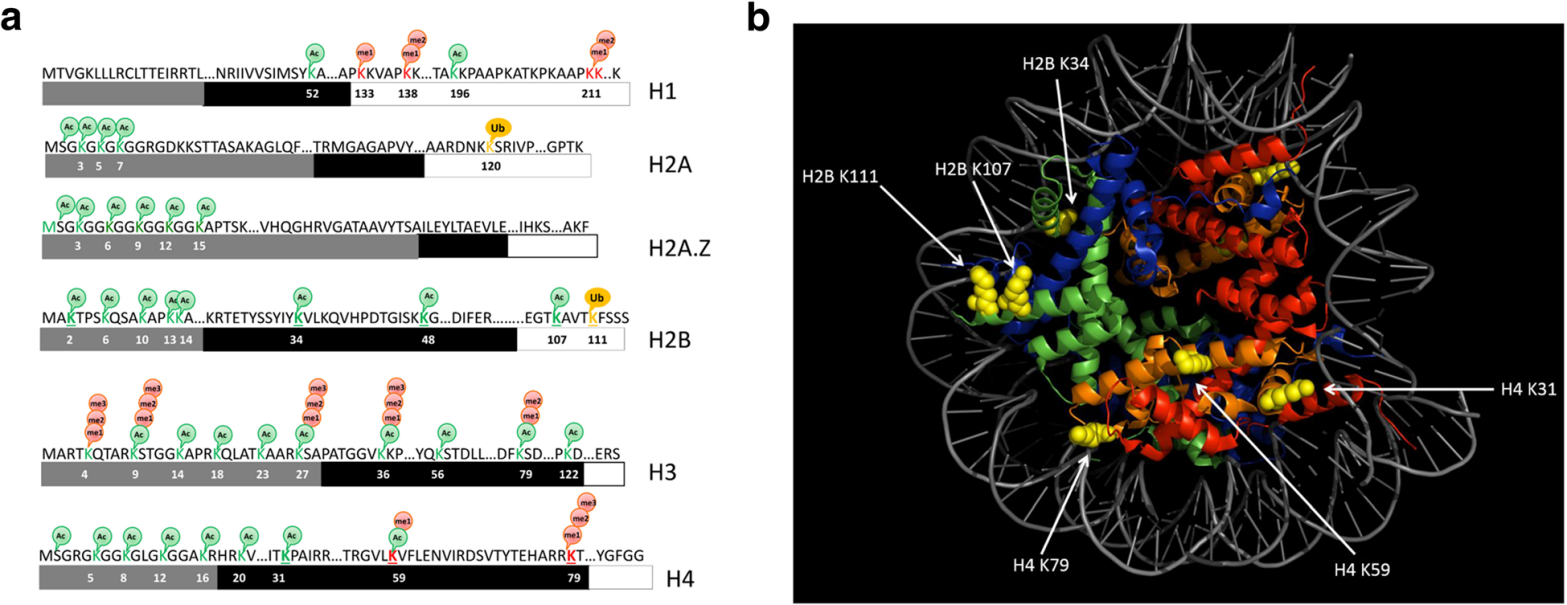
Histone PTMs in *P. tricornutum*. **a** Sites of PTMs of linker, core and variant histones identified in this work. Amino acid residue number is indicated below the peptide sequence. Gray, black and white boxes indicate N-terminal, globular core and C-terminal domains, respectively. Because K211 and K212 are contiguous, their methylation state cannot be discriminated. Me2 can be located on K211 or K212 of histone H1. H3K9me2 and H3K9me3 were detected by western blot. Novel modifications are underlined. **b** Novel histone modifications are modeled on the crystal structure of the nucleosome (Protein Data Bank file 3A6N). The histone proteins are shown in ribbon diagram with histone H2A in red, H2B in orange, H3 in blue, and H4 in green. The DNA helix is shown in gray. Modified residues are visible as yellow spheres. The image was generated using the program Pymol [24]

### Genome-wide distribution of H3K4me2, H3K9me2, H3K9me3, H3AcK9/K14 and H3K27me3

The identification of several histone PTMs by MS provides an opportunity to investigate their biological role and significance in *P. tricornutum*. We chose to focus our analyses on a few histone marks that have known functions in transcriptional activation or repression so as to draw inferences of possible regulatory roles in diverse biological processes. 

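Chromatin of the marine diatom *P. tricornutum* was immunoprecipitated with antibodies against single modifications of histone H3, and the recovered DNA was sequenced (ChIP-Seq). An enriched region, or island, is a stretch of the genome where nucleosomes carrying the modification are over-represented among the reads. For cells grown in normal nitrate (880 µM), 1 list of islands was used for each of 5 marks: H3K4me2, H3K9me2 and H3K27me3 (antibodies from Millipore), H3K9/14Ac (Diagenode) and H3K9me3 (Abcam). H3K4me2 and H3K9/14Ac are called activating marks here and the other 3 repressive marks, in the terms of the paper. By the paper's methods, the authors kept reads that Bowtie placed at a single position of the *P. tricornutum* genome v.2.0 and called islands with MACS and SICER against a background control. The methods state that SICER joined enriched windows of 200 bp across gaps of up to 200 bp for H3K4me2 and H3K9/14Ac, and of up to 600 bp for the repressive marks. Apart from 1 H3K9/14Ac island on a scaffold, the islands begin and end on borders of 200-bp windows. Reads from near-identical repeats are dropped when only unique positions are kept, so coverage of repeats is a lower estimate.

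The lists give the position of each island and no read counts, and the reads per library, in Additional file 3, were not used here. The paper sequenced 2 biological replicates of each mark and its text does not say how they were combined into a list. With 1 list per mark there is no spread between replicates. Intervals given are 95 % Wilson intervals over genes or islands and cover counting error only. Whether islands fall on a feature more or less often than chance was tested by moving a list along each chromosome by random offsets (1000 circular shifts, two-sided permutation test, smallest possible p = 0.002). A gene was called marked when an island shared at least 1 bp with it, over 10018 protein-coding genes on chromosomes 1 to 33. Transposable elements were not analysed here.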

Genome-wide mapping of five histone marks (H3K4me2, H3K9me2, H3K9me3, H3K27me3 and H3AcK9/14) as well as nucleosome occupancy was generated by ChIP followed by deep sequencing (ChIP-Seq; see Materials and methods). Two biological replicates were sequenced for each mark and statistical tests showed a positive correlation between replicates (multiple hypothesis testing with 10 % false discovery rate, FDR *p*-value <0.005), thus validating the accuracy of the data. We generated high coverage maps with 4 to 38 million reads that uniquely mapped to the *P. tricornutum* genome (Additional file 3). 

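Of 27384223 bp of nuclear sequence, 16236000 bp (59.3 %) lay in an island of at least 1 of the 5 marks in normal nitrate, and 11148223 bp (40.7 %) lay in none. Activating marks without a repressive mark took 8703800 bp (31.8 %) and repressive marks without an activating mark took 5108000 bp (18.7 %). Both kinds overlapped on 2424200 bp (8.85 %). The most extensive single combination was H3K4me2 with H3K9/14Ac alone (2991599 bp, 10.9 %), followed by H3K4me2 alone (2962001 bp, 10.8 %) and H3K9/14Ac alone (2750200 bp, 10 %). H3K9me2 stood alone on 2168000 bp (7.92 %), H3K27me3 on 325000 bp (1.19 %) and H3K9me3 on 70600 bp (0.258 %). The length of each sequence was taken as the last position held by any island or gene, which can fall slightly short of the true end.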

Almost 40 % of the genome was marked by the five histone modifications. H3K4me2-, H3K9/14Ac-, H3K9me2-, H3K9me3- and H3K27me3-marked regions covered ~29 %, ~25 %, ~25 %, ~8 % and ~14 % of the genome, respectively (Additional file 4). 

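H3K4me2 had the most islands and the widest coverage, 10569 islands over 8022400 bp (29.3 % of the genome) with a median island of 600 bp. H3K9/14Ac followed with 5884 islands over 6758999 bp (24.7 %) and a median of 1000 bp. H3K9me2 reached a similar coverage with far fewer and longer islands, 2760 over 6727200 bp (24.6 %) with a median of 1800 bp. H3K27me3 covered 14.1 % in 1257 islands, and H3K9me3 covered 2222400 bp (8.12 %) in 711 islands. The H3K9me3 list holds islands on chromosomes 1 to 33 only, where its coverage was 8.5 %. The methods state a larger gap for the repressive marks, which would lengthen their islands. The H3K9me3, H3K9me2 and H3K27me3 lists hold 55, 26 and 6 gaps of 600 bp or less, which that gap would have joined. Keeping only the H3K9/14Ac islands at or above their median score lowered that coverage to 4156600 bp.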

The genome shows regions marked by at least one histone modification, and a total of 119,000 genomic regions — genes, intergenic regions, transposable elements (TEs) (1,228,620 bp) — are shared between all the marks (Fig. 2a).

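All 5 marks overlapped on 119000 bp, 0.435 % of the genome. The 3 repressive marks together, without an activating mark, took a far larger part, 1273800 bp (4.65 %), and H3K9me2 with H3K27me3 alone another 1066600 bp (3.89 %). Adding H3K4me2 to the 3 repressive marks gave 352400 bp (1.29 %), and adding H3K9/14Ac gave 42800 bp (0.156 %). H3K4me2, H3K9/14Ac and H3K9me2 met on 354200 bp. These lengths are of positions covered in lists from populations of cells, so a shared position can come from different cells.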

**Fig. 2:**
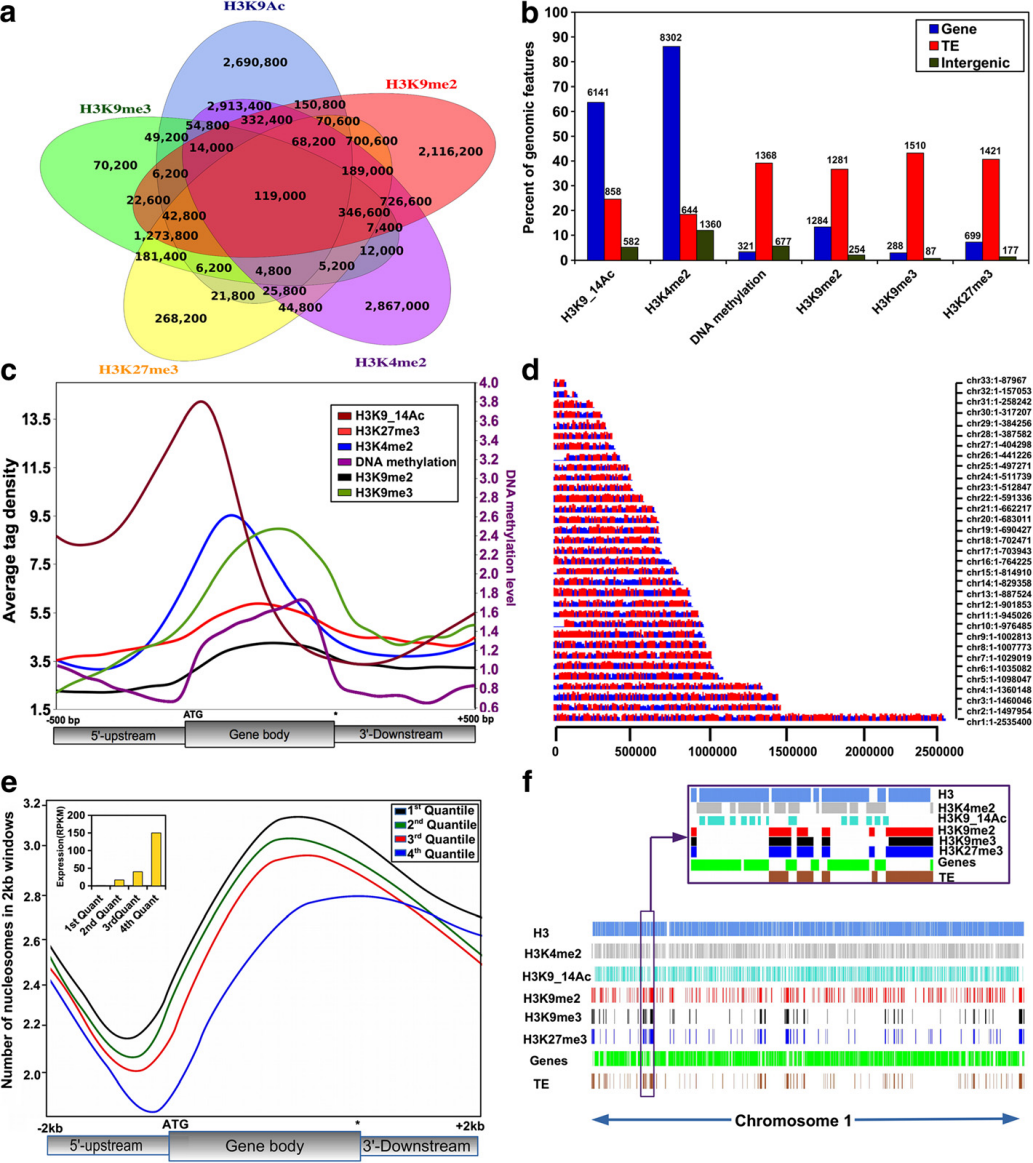
Distribution of ChIP-Seq signal peaks for H3K4me2, H3K9_14Ac, H3K9me2, H3K9me3, and H3K27me3. **a** Venn diagram showing the overlap (in base pairs) of histone marks with each other. **b** Percentage of genomic features (genes, TEs, and intergenic regions) found enriched for each of the marks. The numbers above each bar refer to total number of peaks overlapping genes, TEs or intergenic regions. **c** Enrichment profile of H3K4me2, H3K9_14Ac, H3K9me2, H3K9me3, H3K27me3 along genes (upstream 500 bp, coding region, downstream 500 bp). Average tag density is the number of sequence reads per gene. Note that the small rise in enrichment seen in the flanking regions (both at 5′ and 3′ ends) is a result of the presence of nearby genes in the densely packed genome. **d** Genome-wide nucleosome distribution. The color code refers to the level of enrichment, blue being low and red high. **e** Nucleosome occupancy along genes and flanking regions and its correlation with gene expression quantiles (Reads Per Kilobase Per Million, *RPKM*). **f** A snapshot of chromosome 1, showing the six epigenetic modifications within genes and TEs

We further investigated the distribution of histone modification peaks on genes, TEs and intergenic regions. Based on the number of modified domains, we found more enriched domains within genic regions than on TEs for all the marks except H3K9me3 (Additional file 5). Furthermore, a significant percentage of H3K4me2- and H3K9/14Ac-modified domains lay within intergenic regions.

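On chromosomes 1 to 33, most islands of every mark touched a protein-coding gene in normal nitrate. The number was 9017 of 10336 for H3K4me2, 5175 of 5728 for H3K9/14Ac and 2299 of 2635 for H3K9me2, against 859 of 1167 for H3K27me3 and 490 of 711 for H3K9me3. Against shifted lists, islands touched genes 1.08 times as often for H3K4me2 and 1.06 times as often for H3K9/14Ac, and less often for H3K9me2 (0.977), H3K27me3 (0.834) and H3K9me3 (0.782). Each ratio had p = 0.002 in the permutation test. The lower ratio of H3K9me2 depends on the rule. It was 1.02 (permutation p = 0.04) when at least 50 % of the island had to lie in genes and 0.992 (permutation p = 0.092) when 500 bp around genes were included.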

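Of the H3K4me2 islands, 1319 (12.8 %, 12.1 to 13.4) lay between genes, fewer than the 19.3 % of the shifted lists (permutation p = 0.002). For H3K9/14Ac, 553 islands (9.65 %, 8.92 to 10.4) lay between genes, against 15 % of shifted islands (permutation p = 0.002). The repressive marks went the other way. Islands between genes made up 31.1 % (27.8 to 34.6) for H3K9me3 against 11.9 % when shifted, and 26.4 % (23.9 to 29) for H3K27me3 against 11.8 %. H3K9me2 differed least, with 336 islands (12.8 %) against 10.7 %. The permutation p was 0.002 for each of the 3.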

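Islands of H3K4me2 touched 1.27 times as many genes as the same islands shifted along the chromosomes, 8888 against a mean of 7018.4 in normal nitrate (permutation p = 0.002). Islands of H3K9/14Ac touched 1.25 times as many, 6650 against 5312.4 (permutation p = 0.002). Counted in bp, H3K4me2 was also in excess within genes (1.17 times the shifted lists, permutation p = 0.002). The bp of H3K9/14Ac within genes were slightly below the shifted lists (0.971, permutation p = 0.002). The acetylated islands therefore reached many genes but extended beyond them.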

A systematic analysis of the locations of H3K4me2- and H3K9/14Ac-marked regions revealed a highly significant correlation between their location and the presence of annotated genes. Around 86 % and 63 % of annotated genes were found to be associated with H3K4me2 and H3K9/14Ac, respectively, while only 605 and 741 TEs, respectively, were marked (Fig. 2b). 

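H3K4me2 islands touched 88.7 % of protein-coding genes (88.1 to 89.3) and H3K9/14Ac islands touched 66.4 % (65.4 to 67.3). Among genes with a symbol, the longest stretches of H3K4me2 were on ACC1, an acetyl-CoA carboxylase of fatty acid synthesis (2800 bp), SMP1 (2400 bp), hUfd2 (1914 bp), MYT1 (1899 bp) and FbaC2, a fructose-bisphosphate aldolase (1868 bp). H3K9/14Ac was longest on Sec61alpha, a subunit of the protein translocon (1800 bp), GLNA, a glutamine synthetase (1638 bp), the heat shock factor HSF2 (1615 bp), LPT1 (1575 bp) and the vesicle GTPase Rab6 (1555 bp). Both marks usually covered part of a gene. At least 50 % of the gene was covered in 3754 genes for H3K4me2 and in 2301 for H3K9/14Ac. With only the islands at or above the median score, 3837 genes carried H3K9/14Ac.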

In stark contrast with these two marks, H3K9me2 and H3K9me3 were found associated principally with annotated TEs. A total of 1281 and 1510 TEs were found to be marked with H3K9me2 and H3K9me3, respectively, even though a significant number of genes were also marked by H3K9me2 (Fig. 2b). 

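H3K9me2 islands touched 3161 genes (31.6 %, 30.7 to 32.5) and H3K9me3 islands 591 genes (5.9 %, 5.45 to 6.38). Both numbers were below those of shifted lists, 0.841 times for H3K9me2 and 0.487 times for H3K9me3 (permutation p = 0.002 for each). Among genes with a symbol, H3K9me2 covered the most bp on ACC2, a second acetyl-CoA carboxylase (3780 bp), SMP1 (3676 bp, the whole gene), UGP/PGM (3200 bp), hUfd2 (3181 bp) and the membrane ATPase ATPse2-2B (3000 bp). H3K9me3 covered the most on TRD5 (4614 bp), ACC2 (4000 bp), ATPase-3A (2711 bp, the whole gene), SMP1 (2000 bp) and BMS1 (1200 bp). For H3K9me2 the shortfall ends when at least 50 % of the gene must be covered (ratio 1.01, permutation p = 0.394). Islands at or above the median length or score marked 1938 and 341 genes, and 892 genes had H3K9me3 on the gene or within 500 bp of it. Chromosome names in the H3K9me2 list are spelled in 2 ways, and islands under the first spelling alone marked 1560 genes, a setting added after the data were seen.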

Compared with H3K9me2, H3K27me3 was even more highly enriched on TEs, which is surprising and unusual compared with other organisms for which this mark has been profiled [25, 26]. A total of 1421 out of 3493 TEs were associated with H3K27me3 while only 700 genes were marked with it (Fig. 2b).

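H3K27me3 islands touched 1147 genes (11.4 %, 10.8 to 12.1), 0.6 times the number for shifted lists (permutation p = 0.002), and covered at least 50 % of the length of 864 of them. The longest stretches on genes with a symbol were on ACC2 (3800 bp), SMP1 (3670 bp), ATPase-3A (2711 bp), the heat shock protein gene HSP70F (2336 bp) and FRE4, a ferric reductase (2227 bp). ACC2, SMP1 and ATPase-3A are also among the genes with most H3K9me3. Chromosome names are written in 2 ways in this list. Islands under the first way alone marked 650 genes, a setting added after the data were seen.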

### Distribution patterns of H3K4me2, H3K9me2, H3K9me3, H3AcK9/K14 and H3K27me3 on genes

To investigate the enrichment patterns of each histone modification on genes, we examined the average enrichment of the five histone marks on predicted genes over their entire coding sequence (CDS), and within regions 500 bp upstream and downstream of the CDS. The enrichment of H3K9/14Ac and H3K4me2 peaks significantly close to the 5′ end of CDSs, with a sharper peak for H3K9/14Ac (Fig. 2c).

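The 2 activating marks had different profiles along genes. H3K9/14Ac was most frequent at the boundary, covering 35.1 % of genes in the outermost of 10 bins at a gene end and 34.1 % in the flanking bin, and fell to 23.8 % in the gene middle. H3K4me2 rose inward, from 24.3 % in the flanking bin to 32.8 % at the gene end and 47.7 % in the middle. The end minus the middle was 11.2 percentage points for H3K9/14Ac (95 % interval plus or minus 0.71) and -14.8 for H3K4me2 (plus or minus 0.995). H3K9me2 was also more frequent in the middle (24 %) than at the ends (18 %), while H3K27me3 (8.91 and 7.29 %) and H3K9me3 (4.16 and 3.85 %) were nearly flat. Both activating marks rose again towards 500 bp from the gene, to 32.7 % for H3K9/14Ac and 26.5 % for H3K4me2. Among 2916 genes with no neighbour within 500 bp these were 28.7 and 18.7 %, and H3K4me2 then fell steadily from the middle (43.3 %) outward. The strand of each gene was not used here, so the 2 ends are averaged and 5′ and 3′ ends are not told apart. A mark that covers 1 end and the middle would also be highest in the middle after averaging. With islands at or above the median score, the difference for H3K9/14Ac was 5.58 points.

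**Figure D1:**
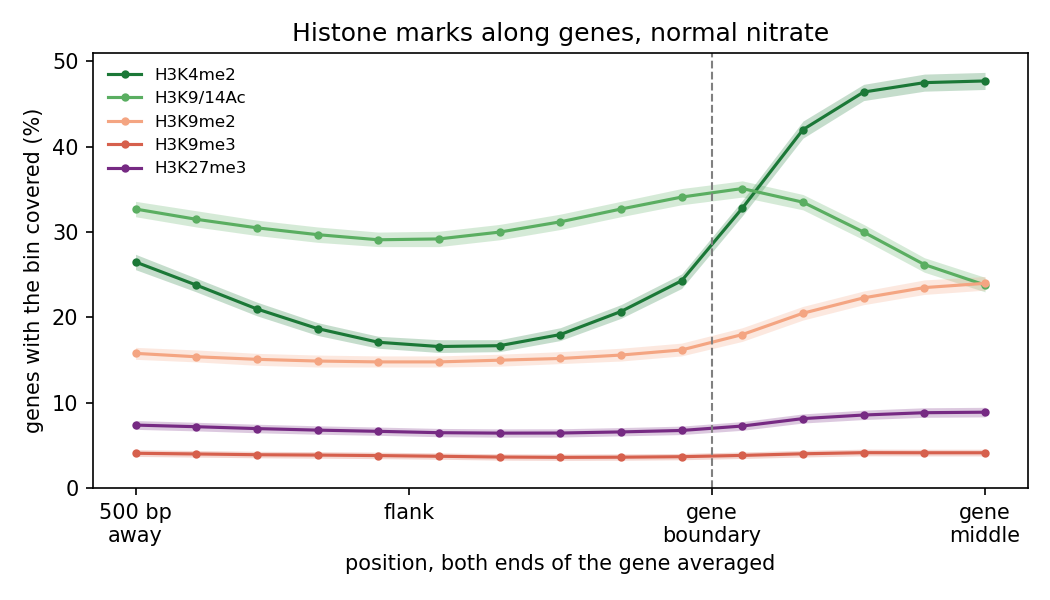
Share of 10018 genes (percent, vertical axis) with each bin covered by an island in normal nitrate, from 500 bp outside the gene to the gene middle (horizontal axis), both ends averaged. Lines are the 5 marks and bands are 95 % intervals over genes. H3K4me2 climbs to 47.7 % in the gene middle, while H3K9/14Ac has its highest value, 35.1 %, just inside the gene boundary.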

To assess whether the genes marked with specific histone modifications are enriched in specific functional categories, we performed a gene ontology (GO) classification. The genes marked by H3K4me2 (6047; 62.8 % of annotated genes) are enriched in the structural constituent of ribosome GO category compared with the rest of the genes in the genome while those marked by H3K27me3 (700; 7 % of annotated genes) are enriched in protein kinase activity, cAMP-dependent protein kinase, phosphotransferase, and diamine N-acetyl transferase GO categories. 

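The gene ontology classification was not repeated here. Marks were counted instead on lists of genes grouped by symbol. Random lists were drawn from all genes, most of them without a symbol. Genes with a symbol as a whole carried H3K4me2 more often than random genes (93.9 against 89.5 %). Part of a list's difference from random genes can therefore come from its genes having a symbol. H3K4me2 was on all 54 genes of vesicle traffic, all 38 of heat shock and redox, all 33 of pigment synthesis and all 30 of lipid metabolism. Random lists of the same gene lengths gave 89.2, 87.5, 91.3 and 90.4 %, and the observed lists lay at percentiles 99.94, 99.71, 97.68 and 97.58 of 10000 random lists. Genes of the cytoskeleton and its motors carried it less often (24 of 32, 75 % against 89.4 %, percentile 1.1). Of the other lists, 32 of 35 light harvesting genes, 13 of 13 histone genes, 18 of 20 of nitrogen and amino acid metabolism, 49 of 52 of central carbon metabolism, 50 of 53 of proteasome and ubiquitin, 38 of 41 of replication and repair and 45 of 50 of the cell cycle were marked, within the range of random lists.

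H3K27me3 was on none of the 50 cell cycle genes (11.3 % of random genes, percentile 0.12) and none of the 33 pigment synthesis genes (percentile 0.85). It was on 40 of the 707 genes with a symbol (5.66 % against 11.9 %, percentile 0), from which these lists were drawn. With Fisher's exact test against all other genes, adjusted by Benjamini-Hochberg over the lists, adjusted p was 5.54e-07 for genes with a symbol, 0.026 for the cell cycle and 0.0974 for pigment synthesis. For H3K4me2 it was 0.017 for vesicle traffic, 9.49e-06 for genes with a symbol, 0.0636 for both heat shock and cytoskeleton, and 0.0925 for both pigment synthesis and lipid metabolism. With at least 50 % of the gene covered by H3K4me2, vesicle traffic (percentile 86.05), heat shock (77.58) and lipid metabolism (92.23) were within the range of random lists, and pigment synthesis lay below it (2.31). Under that rule pigment synthesis was also within the range for H3K27me3 (2.76). Each of the 5 marks was compared with 14 lists, and chance places about 5 % of such comparisons outside the middle 95 % of random lists.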

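H3K9me2 was less frequent on several groups of genes than on random genes of the same length. Genes with a symbol as a whole, from which these groups were drawn, also carried H3K9me2 less often (25.6 against 32.8 %). It was on 7 of 54 vesicle traffic genes (13 % against 31 %, percentile 0.08 of 10000 random lists), 4 of 33 pigment synthesis genes (12.1 % against 33.5 %, percentile 0.26), 9 of 53 proteasome and ubiquitin genes (17 % against 32.5 %, percentile 0.52) and 11 of 52 central carbon genes (21.2 % against 35.9 %, percentile 1.06). It was on 16 of 32 genes of the cytoskeleton and its motors (50 % against 34.2 %, percentile 96.7) and on 8 of 9 membrane ATPase genes, a list too short to rank. By Fisher's exact test with Benjamini-Hochberg adjustment over the lists, adjusted p was 0.0135 for vesicle traffic, 0.0499 for pigment synthesis, 0.063 for proteasome, 0.0687 for cytoskeleton and 0.208 for central carbon. With at least 50 % of the gene covered, central carbon (percentile 4.3) and proteasome (3.62) were within the range of random lists.

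H3K9me3 was on none of the genes of central carbon metabolism, proteasome and ubiquitin, and vesicle traffic (percentiles 1.5, 1.6 and 1.84), and on 5 of 30 lipid metabolism genes (16.7 % against 6.43 %, percentile 97.58). None of the lists passed an adjusted Fisher's exact test for this mark (lowest adjusted p = 0.0899), and the 3 lists without a marked gene were within the range when at least 50 % of the gene had to be covered (percentiles 6.08, 5.36 and 5.18). H3K9me2 and H3K9me3 were both on 465 genes (4.64 %), which is 78.7 % of the H3K9me3-marked genes. This number was 290 with islands at or above the median length or score and 700 when 500 bp on either side of genes were included.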

H3K9me2- and H3K9me3-marked genes (218; 2.3 % of annotated genes) were found to be enriched in hydrolase, ATPase, inorganic cation transmembrane transport, nucleoside tri-phosphatase activity, helicases, and structural constituent of cytoskeleton GO categories. H3K9/14ac marked genes were not enriched in any particular GO category (Additional file 6).

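Acetylation differed between groups of genes. H3K9/14Ac was on 49 of 54 vesicle traffic genes (90.7 % against 66.5 % of random genes of the same length), 30 of 33 pigment synthesis genes (90.9 % against 69.9 %), 27 of 30 lipid metabolism genes (90 % against 68.4 %), 30 of 35 light harvesting genes (85.7 % against 63 %), 45 of 53 proteasome and ubiquitin genes (84.9 % against 66.6 %) and 32 of 38 heat shock and redox genes (84.2 % against 65.2 %). The percentiles ran from 99.49 to 100, and adjusted p from 0.000288 to 0.0337 by Fisher's exact test with Benjamini-Hochberg adjustment over the lists. Fewer genes of replication and repair (19 of 41, 46.3 % against 70 %, adjusted p = 0.0236 by Fisher's exact test) and of the cytoskeleton and its motors (15 of 32, 46.9 % against 67.8 %, adjusted p = 0.0337 by Fisher's exact test) were acetylated.

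The mark was on 16 of 20 genes of nitrogen and amino acid metabolism, 39 of 52 of central carbon metabolism, 29 of 50 of the cell cycle and 7 of 13 histone genes, all within the range of random lists. It was on 6 of 9 genes of iron starvation and reduction and on 3 of 9 membrane ATPase genes. Genes with a symbol were acetylated in 533 of 707 cases (75.4 %) and genes without one in 6117 of 9311 (65.7 %). Part of the excess on these lists over random genes can therefore come from their genes having a symbol. When at least 50 % of the gene had to be covered, lipid metabolism (percentile 10.69), proteasome and ubiquitin (19.96), pigment synthesis (92.21) and replication and repair (7.16) were within the range of random lists, while the cell cycle fell below it (1.16).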

### Genome-wide mapping of H3K4me2, H3K9me2, H3K9me3, H3AcK9/K14 and H3K27me3 on TEs

*P. tricornutum* TEs contain class I elements, including long terminal repeat retrotransposons (LTR-RTs; Copia), relics of non LTR-RT retrotransposon-like elements, and a few copies of class II transposons, including Piggybac, Tpase-like, and MuDR-like elements [27]. Among them, 1350 (38.7 %), 1510 (43 %) and 1421 TEs (41 %) were marked by H3K9me2, H3K9me3 and H3K27me3, respectively (Figure S5A in Additional file 7). Most of these marked TEs belong to Copia-type elements. A total of 1158, 1163 and 1281 Copia TEs were found to be marked by H3K9me2, H3K9me3 and H3K27me3, respectively, and most of them are not transcribed (Figure S5A, B in Additional file 7). As for H3K9/14Ac and H3K4me2, which have a transcription activating effect on TEs (Figure S5B in Additional file 7), only 858 and 644 TEs were marked, respectively, and most of these were found to be simple repeats (n = 657 and n = 337, respectively). Overall, a significant fraction of potentially active Copia TEs were found associated with H3K9me2, H3K9me3 and H3K27me3, which implies that these marks may regulate the transcriptional activation of TEs, especially Copia-type TEs, which appear likely to have amplified recently in the genome of *P. tricornutum* [27].

### Nucleosome occupancy in the *P. tricornutum* genome

Nucleosome occupancy plays an important role in cellular processes, allowing selective access to the DNA by regulatory elements such as transcription factors [28]. To assess the relative size of nucleosomes, we performed micrococcal nuclease (MNase) digestion of isolated nuclei using increasing concentrations of MNase. Separation of the digested product in agarose gels showed a major band around 150 bp, which is a similar size to that found in plant and metazoan nucleosomes (Figure S6A in Additional file 8).

To evaluate the relative nucleosome occupancy over the *P. tricornutum* genome, we performed ChIP-Seq with an antibody against the unmodified carboxyl terminus of histone H3. Close to 60 % of the genome was found to be occupied by nucleosomes, with densely packed segments interspersed by nucleosome-depleted regions (Fig. 2d). Most of the nucleosomes fall within exons and a significant number cover TEs and intergenic regions (Figure S6B in Additional file 8). We further examined nucleosome distribution over CDSs, upstream of the transcription start site and downstream of the stop codon, and assessed how this correlated with the expression state of the genes. Our data show that nucleosome depletion occurs around 150 bp upstream of the transcription start site for genes that have high expression quantiles while nucleosome density increases over gene bodies and drops towards the 3′ end for all genes, regardless of their expression quantile, which is consistent with what has been reported in other species (Fig. 2e).

Previous work in other organisms identified nucleosome positions based on DNA sequence motifs [29]. We therefore tested whether DNA sequence-guided nucleosome positioning is of relevance in *P. tricornutum*. We found that GC and CG are dinucleotide sequences where nucleosomes are preferentially positioned whereas AA, TA and TT can be considered nucleosome-excluding sequences and rather tend to peak outside the nucleosomes (Figure S6C in Additional file 8), as observed in other species [29].

### Correlation of chromatin marks with gene expression

A representative genomic region of chromosome 1 is shown in Fig. 2f to demonstrate the general distribution of the five histone marks along with histone H3 on genes and TEs. It shows that, in general, genes are co-marked by H3K4me2 and acetylation while TEs tend to be marked by H3K9me2, H3K9me3 as well as H3K27me3.

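On chromosomes 1 to 33, H3K4me2 and H3K9/14Ac shared 3532400 bp, 1.81 times the overlap of shifted lists (permutation p = 0.002), which is 45.7 % of the H3K4me2 and 53.8 % of the H3K9/14Ac positions. The repressive marks overlapped one another more strongly. The ratio was 3.12 for H3K9me2 and H3K9me3, 3.05 for H3K9me2 and H3K27me3, and 5.69 for H3K9me3 and H3K27me3 (permutation p = 0.002 for each). Of the H3K9me3 positions, 89.3 % also carried H3K27me3 and 82.7 % carried H3K9me2. H3K9/14Ac overlapped the repressive marks less than shifted lists did, 0.517 for H3K9me2, 0.538 for H3K9me3 and 0.427 for H3K27me3 (permutation p = 0.002 for each). H3K4me2 was lower on H3K9me3 (0.871) and H3K27me3 (0.804) positions, with permutation p = 0.002 for both. Its overlap with H3K9me2 was near that of shifted lists in bp (0.979, permutation p = 0.102), and below it when islands were counted (0.837, permutation p = 0.002). From a region of chromosome 1 (Fig. 2f), the paper states that genes in general carry the 2 activating marks together and that transposable elements tend to carry the 3 repressive ones.

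**Figure D2:**
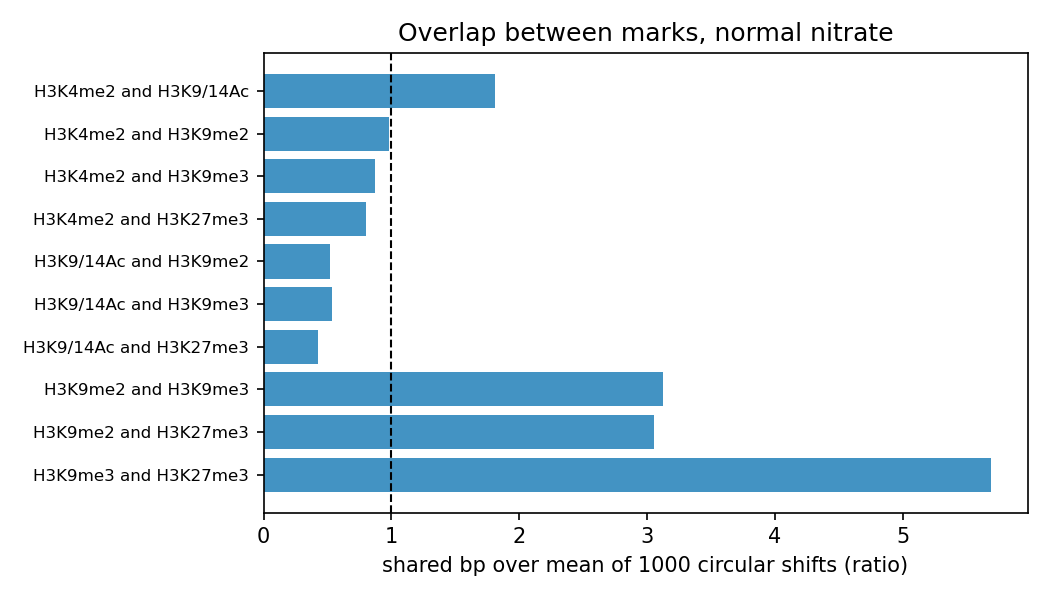
Overlap of each pair of marks on chromosomes 1 to 33 in normal nitrate, as shared bp over the mean of 1000 circular shifts (horizontal axis, ratio). The dashed line at 1 is the overlap of shifted lists. The 3 pairs of repressive marks lie between 3.05 and 5.69, and the pairs of H3K9/14Ac with a repressive mark between 0.427 and 0.538.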

To explore the relationship between gene expression and each of the five histone marks, the mRNA levels of genes were assessed genome-wide using RNA-Seq in the same growth conditions that were used for the cells used for chromatin analyses. The genes marked by both H3K4me2 and H3K9/14Ac showed the highest average expression levels, and the latter showed the largest variation in expression (Fig. 3a). By contrast, both H3K9me3- and H3K27me3-marked genes displayed the lowest gene expression levels, indicating their association with repressed genes in *P. tricornutum*, consistent with previous studies in different organisms [30–32]. H3K9me2 also displayed a moderate repressive effect on genes. Taken together, these observations suggest that H3K4me2 and H3K9/14Ac represent general marks for expressed genes, whereas H3K9me3, H3K27me3 and H3K9me2 appear to associate with repressed genes.

**Fig. 3:**
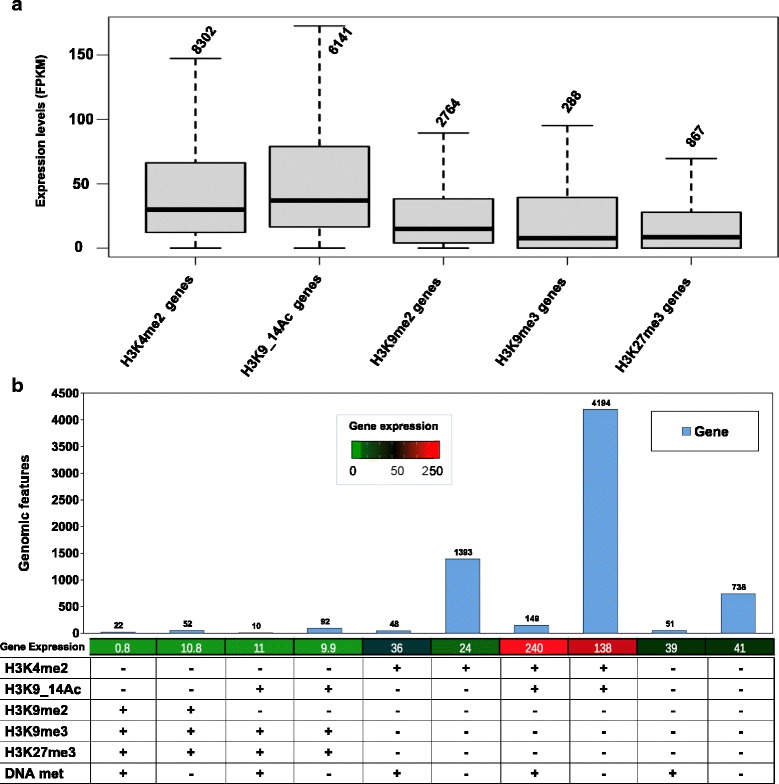
Comparison of the presence of histone marks with gene expression. **a** Boxplots showing the gene expression profiles correlating with each histone mark. Gene expression was quantified in standard growth conditions using RNA-Seq data. Around 85 % of genes are expressed and quantified as fragments per kilobase of exons per million reads mapped (*FPKM*). Number of genes is indicated above each bar. **b** Combinatorial effects of histone modifications and DNA methylation on gene expression. FPKM values are indicated below each bar

Combination of two or more histone modifications is known to have an impact on gene regulation beyond those of individual marks [33, 34]. We therefore examined whether particular combinations of histone PTMs may influence transcriptional regulation of genes in *P. tricornutum*. 

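In normal nitrate, 6429 genes (64.2 %) carried both H3K4me2 and H3K9/14Ac, with or without other marks, so 96.7 % of the acetylated genes also had H3K4me2. The pair with no other mark was on 4588 genes (45.8 %, 44.8 to 46.8), 1.36 times the number for independent marks. H3K4me2 alone was on 1453 genes (14.5 %) and H3K9/14Ac alone on 127, 0.297 times the number for independent marks. H3K27me3 came with H3K9me2 on 1022 genes, 89.1 % of its genes, and with H3K9me3 on 431. The 3 repressive marks without an activating one were on 178 genes, against 0.81 for independent marks. Gene expression was not analysed here. When at least 50 % of the gene had to be covered, 1350 genes carried H3K4me2 and H3K9/14Ac alone.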

A large number of genes marked with both H3K4me2 and H3K9/14Ac were significantly correlated with high levels of expression, further supporting the role of these two marks in the activation of gene expression, while co-occurrence of H3K27me3 with either H3K9me2 or H3K9me3 correlated with a low level of gene expression, indicating the repressed state of these co-marked genes (Fig. 3b).

We further correlated DNA methylation from previously published work [14] with histone PTMs and examined gene expression patterns of marked genes. As noted above, genes co-marked with H3K4me2 and H3K9/14Ac were upregulated, and this was largely unaffected by the presence or absence of DNA methylation (Fig. 3b). DNA methylation had no major effect on expression patterns, except on 48 genes labeled with H3K4me2, which were significantly highly expressed compared with other H3K4me2 genes that were not methylated (Fig. 3b). We have already shown that DNA methylation has no significant effect on expression of genes except when they are extensively methylated [14]. Furthermore, the genes co-marked by H3K4me2 and DNA methylation might have additional activating histone marks that we did not investigate in this study, such as H3K4me3, H3K36me3 and H3AcK27, which could explain the significant increase in gene expression.

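Grouped by kind of mark, 6168 of 10018 genes (61.6 %) carried H3K4me2 or H3K9/14Ac without a repressive mark, 445 genes (4.44 %) carried repressive marks only, and 2941 genes (29.4 %) carried both kinds. Among genes with both kinds, H3K4me2, H3K9/14Ac and H3K9me2 was the most frequent combination (1261 genes, 12.6 %), followed by H3K4me2 with H3K9me2 (650 genes, 6.49 %). All 5 marks were on 108 genes, 8.59 times the number for independent marks. Under stricter and looser rules of marking, 28 genes (at least 50 % of the gene covered) and 276 genes (500 bp on either side included) had all 5. DNA methylation was not analysed here.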

Combination of the five histone marks with DNA methylation defined three main chromatin states (CSs): CS1, which is activating and correlates with the presence on genes of H3 acetylation and H3K4me2; CS2, which is repressive and is defined predominantly by H3K27me3, H3K9me3 and H3K9me2; and CS3, which combines activating and repressive marks with an intermediate expression level of genes. It should also be noted that a significant number of genes are not marked and may contain histone marks that were not investigated in this study (Fig. 3b).

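None of the 5 marks touched 464 genes (4.63 %, 4.24 to 5.06). If the marks were placed on genes independently, 217 unmarked genes would be found, 2.14 times fewer. The number depends on the rule. It was 220 when islands within 500 bp of the gene were included and 4071 when at least 50 % of the gene had to be covered. Only reads with a single position were kept, so genes with near-identical copies can appear unmarked. The number for independent marks takes no account of gene length.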

H3K27me3 is characterized by a broad distribution pattern over several kilobases in animals, while plants such as *Arabidopsis* display shorter H3K27me3-marked domains restricted mainly to transcribed regions [32, 36]. 

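H3K27me3 islands were broad. Of 1257 islands, 546 (43.4 %, 40.7 to 46.2) were 2000 bp or longer, the median was 1600 bp and the longest reached 39200 bp. H3K9me2 (43.2 %, 41.3 to 45) and H3K9me3 (41.2 %, 37.6 to 44.9) had similar shares of islands of that length. The share was 9.01 % for H3K9/14Ac and 2.86 % for H3K4me2. The paper's methods state a larger gap for the repressive marks. With all islands closer than 600 bp joined, the shares were 16.4 % for H3K4me2 and 18.4 % for H3K9/14Ac, still below the repressive marks.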

Although a photosynthetic organism, *P. tricornutum* shows an animal-like distribution pattern of H3K27me3, perhaps suggesting similar mechanisms of deposition and transcriptional regulation of genes. Polycomb repressive complex 2, containing four proteins, methylates H3K27me via the SET domain of its subunit enhancer of zeste [37]. The PRC2 complex is widely distributed among plants, metazoans and algae but appears to be absent from the yeast species *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe* [38]. Considering the presence of different clusters within the wide H3K27me3 domains reported in different species [26, 31, 37] and the lack of knowledge about the distribution pattern of this mark in single-celled organisms, we assessed in more detail the pattern of H3K27me3 enrichment over genes. Interestingly, we could distinguish six different profiles. 

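The patterns were sought among 1637 genes with H3K27me3 on the gene or within 500 bp of it, by complete-linkage clustering of 30 bins without regard to strand. The 6 clusters held 313, 6, 318, 693, 111 and 196 genes. In the cluster of 318 genes the mark covered the whole region, 99.5 % of the gene body and 95.2 and 93.5 % of the flanks. In that of 111 genes it covered 96.3 % of the body and 63.4 % of 1 flank. The clusters of 313 and 196 genes had 1 flank covered (91.8 and 96.9 %) and 48.2 and 45 % of the body. The largest cluster, 693 genes, had little of the mark anywhere (24.9 % of the body). The 6 genes of the smallest cluster had both flanks covered (93.3 and 85 %) and 35 % of the body. Left and right flank follow the chromosome, not the direction of the gene.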

The first cluster of genes shows a distinct enrichment over the region 500 bp downstream of the stop codon (C1), while the other clusters target the gene body and 500 bp downstream (C2), the gene body only (C3), the entire gene length (C4), only the region 500 bp upstream of the TSS (C5), and 500 bp upstream and the gene body (C6) (Fig. 4a). 

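Sorted by which parts carry any H3K27me3, 491 of the 1637 genes (30 %) had the mark only beside the gene, 176 (10.8 %) only in the gene body, 531 (32.4 %) in the body and 1 side, and 439 (26.8 %) in the body and both sides. The other marks differed between these groups. H3K9me3 was on 3.87 % of the genes marked beside the gene, 17.6 % of those marked in the body only and 68.6 % of those marked throughout. H3K9me2 was on 39.3, 91.5 and 95.2 % of the same groups, and H3K4me2 on 93.1, 86.4 and 47.4 %. Genes marked in the body and 1 side lay between, with 80 % H3K4me2, 83.4 % H3K9me2 and 18.6 % H3K9me3. The shares of H3K9me3 and H3K9me2 partly follow from the grouping. Of H3K9me3 positions 89.3 % also carried H3K27me3, and of H3K27me3 positions 83.4 % also carried H3K9me2. Median gene length differed too, from 1259 bp (body and both sides) to 2462 bp (body only). The group sizes depend on the method. Average linkage placed 665, 309, 176 and 487 genes in the 4 groups, and no cluster of complete linkage held the mark in the gene body only.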

When correlated with expression data, only four clusters (C2, C3, C4 and C5) correlate clearly with repressed genes while clusters C1 and C6 show positive correlations with gene expression compared with unmarked genes, suggesting a different or a diversified role of H3K27me3 in *P. tricornutum* which is known to be repressive (Fig. 4b). We performed a homology estimation analysis (see Materials and methods) and found out that out of 700 H3K27me3-marked genes, 39 % have no homologs with known function and nearly 20 % are found only in *P. tricornutum* (Additional file 9). Of note, none of the other investigated marks showed such a clustering pattern.

**Fig. 4:**
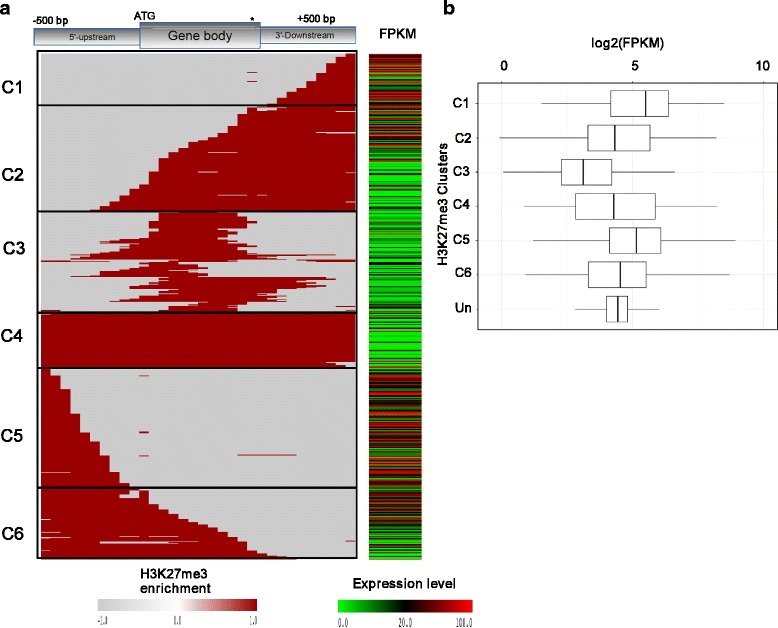
Clustering analysis of H3K27me3 over genes and correlation with gene expression. **a** H3K27me3 enrichment is shown in red while absence is represented in gray. Gene expression levels are shown as a heat map with red reflecting high (expression level FPKM [fragments per kilobase of exons per million reads mapped] greater than 20) and green representing low expression (expression level FPKM between 0 and 20). **b** Expression boxplots for each H3K27me3 enrichment cluster. *Un* refers to genes unmarked by H3K27me3

### Changes in chromatin marks in response to nutrient-limiting conditions

To gain insights into the dynamic nature of the *P. tricornutum* epigenome in response to an environmental cue, we analyzed the impact of nitrate depletion. Nitrate is an important nutrient in marine ecosystems and its appearance in surface waters, e.g., following upwelling events, is often associated with diatom proliferation [13]. We specifically examined three histone modifications (H3K4me2, H3K9/14Ac and H3K9me3) using Chip-seq, as well as DNA methylation by bisulfite deep sequencing. 

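For cells grown in low nitrate (75 µM), 1 list of islands was used for each of H3K4me2, H3K9/14Ac and H3K9me3. These were compared with the lists from normal nitrate on chromosomes 1 to 33, because 2 of the lists hold no island elsewhere. A gene lost a mark when it was touched by an island in normal nitrate only, and gained it when touched in low nitrate only. Each condition has 1 list per mark, so no test between conditions was possible and no p-value is given. H3K9/14Ac and H3K9me3 were precipitated with the same antibody in both conditions, while H3K4me2 was precipitated with a Millipore antibody in normal and an Abcam antibody in low nitrate, so that its comparison is confounded with the antibody. The low-nitrate lists hold 6864 islands of H3K4me2 (24.1 % of the genome, median 800 bp), 6782 of H3K9/14Ac (24.2 %, median 800 bp) and 716 of H3K9me3 (10 %, median 2100 bp). Coverage on chromosomes 1 to 33 went from 7731000 bp in normal to 6407200 bp in low nitrate for H3K4me2, from 6570800 to 6627200 bp for H3K9/14Ac and from 2222400 to 2352000 bp for H3K9me3. Read depth was not used here, and a shallower library gives fewer islands. DNA methylation was not analysed here.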

We also assessed gene expression changes by RNA-Seq.

In parallel with the reduced growth rate and chlorotic phenotype observed during nitrate limitation (Additional file 10), the number of genes that lost or gained histone marks and/or DNA methylation was noteworthy, in particular H3K9/14 acetylation and H3K4me2 (Fig. 5a). These changes were more prominent on genes than on TEs, except for H3K9me3 and DNA methylation, which showed an opposite profile, indicating that TEs are probably tightly regulated by these two marks, which show repressive effects in response to stress (Fig. 5b). 

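H3K4me2 was on 6406 genes in low nitrate. It was kept on 6247 genes, lost from 2641 and gained on 159. H3K9/14Ac was on 7371 genes, kept on 6103, lost from 547 and gained on 1268. H3K9me3 was on 526 genes, kept on 400, lost from 191 and gained on 126. The balance depends on the rule of counting. When at least 50 % of the gene had to be covered, H3K4me2 was lost from 1088 and gained on 735 genes, H3K9/14Ac was lost from 725 and gained on 536, and H3K9me3 was lost from 69 and gained on 96. With the normal-nitrate H3K4me2 list reduced to the covered length of the low-nitrate list, 1638 genes lost it and 1505 gained it, but 1346 of the latter had an island in the full normal-nitrate list. With only the first spelling of chromosome names in the normal-nitrate list, 2184 genes lost it and 463 gained it. That setting was added after the data were seen.

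**Figure D3:**
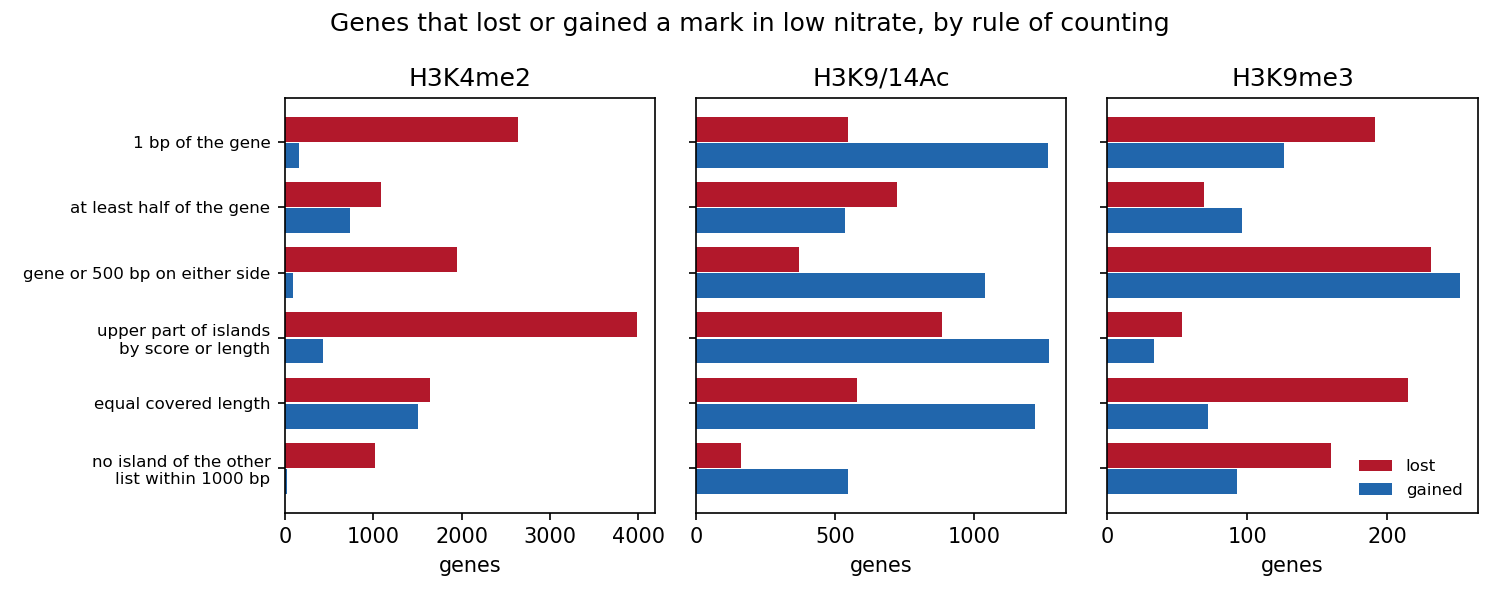
Number of genes (horizontal axis) that lost or gained each mark in low nitrate, by rule of counting (vertical axis), each panel on its own scale. At 1 bp of the gene, 2641 genes lost and 159 gained H3K4me2, while 547 lost and 1268 gained H3K9/14Ac. The H3K9/14Ac bars change order when at least 50 % of the gene must be covered, and the H3K9me3 bars change order under that rule and when 500 bp on either side are included.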

Almost 20 % of H3K4me2-marked genes lost this mark under nitrate depletion while ~16 % of H3K9/14Ac-free genes gained this mark. 

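Of the genes marked by H3K4me2 in normal nitrate, 29.7 % (28.8 to 30.7) carried no island of it in low nitrate. Of 3368 genes free of H3K9/14Ac in normal nitrate, 37.6 % (36 to 39.3) were acetylated in low nitrate, and 8.23 % (7.59 to 8.91) of acetylated genes were no longer so. Of 1130 genes without H3K4me2, 14.1 % (12.2 to 16.2) had it in low nitrate. Among all 7918 genes acetylated in either condition, 16 % were acetylated in low nitrate only. Excluding genes within 1000 bp of an island of the other list, 1023 genes lost H3K4me2, 546 gained H3K9/14Ac and 161 lost it. With islands at or above the median score or length, 3988 genes lost H3K4me2. The normal-nitrate list, which has no scores, was cut by length and the low-nitrate list by score. The cuts are unlike, so this count cannot be set beside the others.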

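H3K9me3 was absent in low nitrate from 32.3 % (28.7 to 36.2) of the genes it marked in normal nitrate. Genes that kept it differed from those that lost it in their other marks in normal nitrate. Of the genes that kept it, 96.5 % also carried H3K27me3, 93 % H3K9me2 and 29.8 % H3K9/14Ac. Of the genes that lost it, 23.6 % carried H3K27me3, 48.7 % H3K9me2 and 82.7 % H3K9/14Ac. Among the latter were Prk, a phosphoribulokinase of the Calvin cycle, with 75.2 % of the gene under H3K9me3 in normal and none in low nitrate, and ACC2, with 55 % in normal and none in low nitrate. Islands at or above the median score gave 53 genes that lost and 33 that gained the mark.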

The loss of both H3K9me3 and DNA methylation was even more significant (31 % and 35 %, respectively). 

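Most genes had the same state in both conditions. For H3K9me3, 96.8 % of 10018 genes were either marked in both lists or in neither, for H3K9/14Ac 81.9 % and for H3K4me2 72.1 %. Of the positions covered in normal nitrate, 4846200 of 7731000 bp were also covered in low nitrate for H3K4me2, 5217600 of 6570800 bp for H3K9/14Ac and 1973400 of 2222400 bp for H3K9me3. The high share of H3K9me3 comes with few genes marked at all. Among 717 genes marked in either condition, 55.8 % kept it, against 77.1 % of 7918 for H3K9/14Ac and 69.1 % of 9047 for H3K4me2.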

As expected, the chromatin profiles of most genes and TEs remained the same, suggesting that only certain sets of genes and TEs were affected by nitrate limitation. Very few intergenic regions were differentially marked between both conditions, suggesting they have a minor role in gene regulation in response to nitrate limitation (data not shown).

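Most islands found in 1 condition only touched a gene, least so for H3K9me3 in low nitrate. For H3K4me2, 463 of 3343 islands found only in normal nitrate (13.8 %) and 42 of 186 found only in low nitrate (22.6 %) touched no gene. For H3K9/14Ac these were 51 of 388 (13.1 %) and 188 of 1273 (14.8 %), and for H3K9me3 35 of 210 (16.7 %) and 64 of 154 (41.6 %). Taken over the islands between genes, however, 35.1 % of H3K4me2 islands of normal nitrate and 24.9 % of H3K9/14Ac islands of low nitrate had no counterpart, against 31.9 and 18 % of islands on genes. For H3K9me3 these were 15.8 % against 35.7 % in normal and 26.8 % against 23.6 % in low nitrate. The authors did not show these data and their rule for a differentially marked region between genes is not given in the text. Because few such regions differed, the paper proposes a minor role of intergenic regions in gene regulation under nitrate limitation.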

**Fig. 5:**
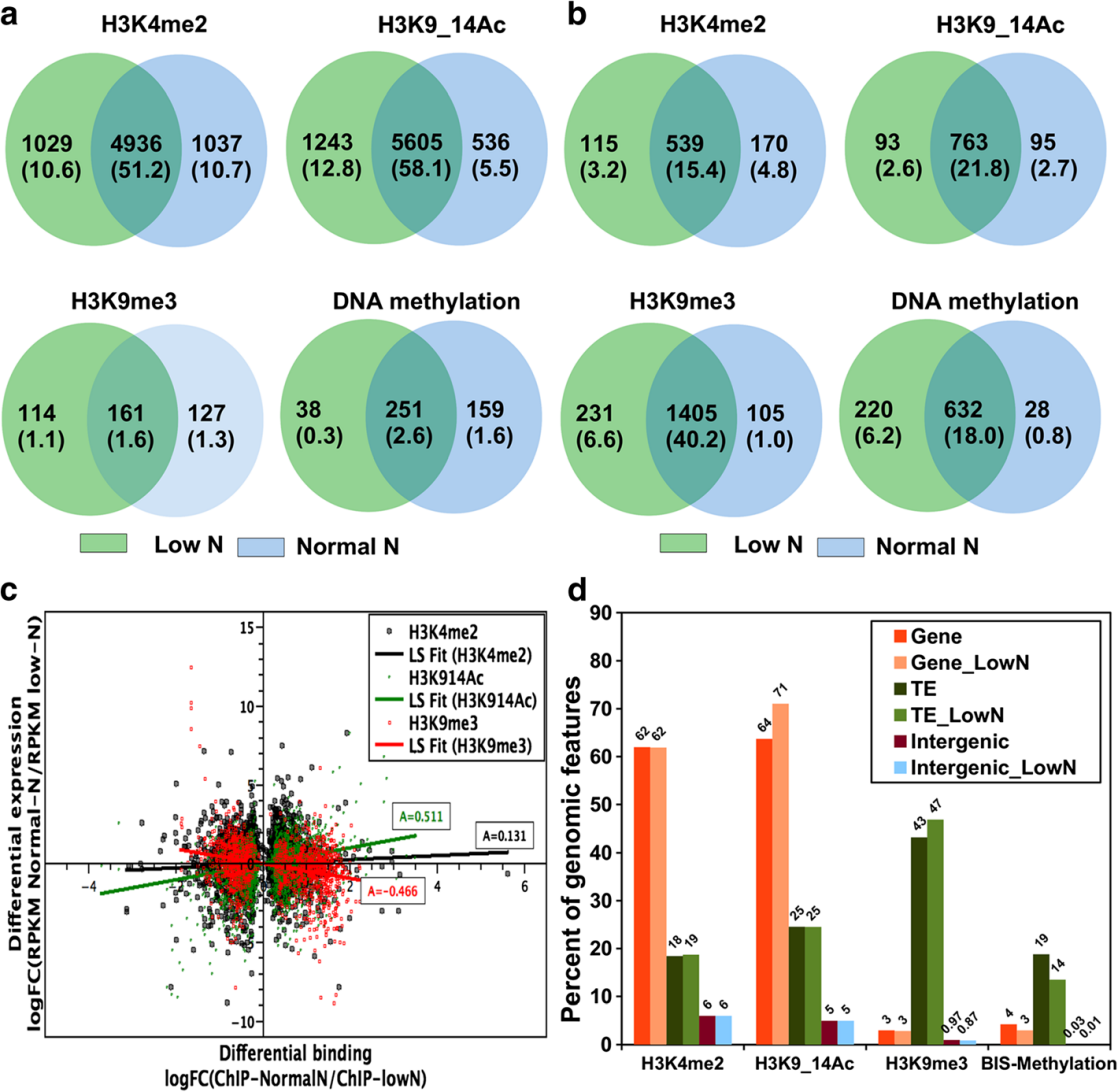
Dynamic changes in chromatin marks in nitrate replete and limiting conditions. **a** Venn diagrams showing overlap of different histone marks on genes in nitrate replete (*Normal N*) and nitrate-limiting (*Low N*) conditions. **b** Venn diagrams showing overlap of different histone marks on TEs in nitrate replete and nitrate-limiting conditions. Percentages of differentially marked genes and TEs are indicated between parentheses. **c** Comparison of levels of ChIP binding and expression levels. Fold change of ChIP binding (differential binding) is calculated from the number of reads in the peak region using diffReps. Fold change in expression level is calculated from the levels of RPKM using the Cuffdiff [78]. Pearson correlation values between differentially marked and expressed genes under the two conditions (normal and low nitrate growth conditions) are marked along the trend line. **d** Number of genome features (genes and transposable elements) marked by each of the three histone marks, as well as DNA methylation. Percentage was derived using the known genome feature annotations. Number of genes, TEs and intergenic regions under normal or low nitrate are indicated above each bar

To determine whether these patterns of histone modifications were correlated with changes in transcriptional regulation, we used a global quantification approach to examine the link between differentially marked genes and the fold change in expression under nitrate replete and limiting conditions. The overall effect of differential marking by both acetylation and H3K4me2 had a positive effect on gene expression, while the differential marking of H3K9me3 showed a rather repressive effect on gene expression (Fig. 5c, d). 

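Among genes with a symbol, the largest gains of H3K9/14Ac in low nitrate were on TRD1 and Hlip1, a high light-inducible protein (both from none to 100 % of the gene), HSP20A, a small heat shock protein (89.8 %), the light harvesting gene Lhcr10 (86.4 %), CATR1 (83.8 %), GLRXC2, a glutaredoxin (81.4 %), NDK2, a nucleoside diphosphate kinase (74.4 %), and SMC6 of chromosome maintenance (71.6 %), all with no acetylated island in normal nitrate. H3K4me2 was absent in normal nitrate from CacyBP, PetJ, the cytochrome of plastid electron transport, and Lhcf14, and covered 91.1, 84.4 and 76.3 % of them in low nitrate. It extended from 42.5 to 94.9 % of Lhcf13, from 25.8 to 85.3 % of Lhcf17 and from 48.2 to 100 % of the thioredoxin gene Trx-f. H3K9me3 was absent in low nitrate from Lhcf14 (56.4 % of the gene in normal nitrate), DET2 (100 %), FABZ_1 of fatty acid synthesis (65 %), NTT6 (59.4 %) and TRD5 (59 %), and nearly absent from the fatty acid elongase gene ELO6b_1 (92.4 to 0.5 %).

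Opposite changes were as large. H3K9/14Ac covered 93.4 % of Lhcf6, 85.7 % of Lhcf7, 96.1 % of Lhcf12, 100 % of Lhcf15 and 99.8 % of GEL1 in normal nitrate and none of them in low nitrate. Genes of vesicle traffic were among those that lost the most H3K4me2, Memb11 (100 % to none), Sar1a (86.6 %), Sar1B (84.6 %) and AP1sigma (83 %), together with Lhcx3 (99.4 %) and Skp1_3 (100 %). For these losses of H3K4me2 and its gains above, nitrate and the change of antibody cannot be told apart. H3K9me3 covered 65.5 % of FRE4, a ferric reductase, and all of the iron starvation gene ISIP2B in low nitrate and none in normal nitrate. Gene expression was not analysed here.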

Many genes gained acetylation and/or H3K4me2 under low nitrate and therefore became upregulated, as did those that lost H3K9me3. This analysis pinpointed genes involved in nitrate metabolism, e.g., ferredoxin-dependent nitrite reductase (Pt12902), and nitrite (Pt13076) and nitrate (Pt26029) transporters, which were all acetylated under nitrate starvation, which correlated with their transcriptional upregulation (Fig. 6; Additional file 11).

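The nitrate transporter gene Pt26029 had no acetylated island in normal nitrate. In low nitrate an island of 400 bp on chromosome 4, from 357401 to 357800 (positions as listed, for reads the paper aligned to genome v.2.0), covered 18.6 % of the gene with a score of 85.4, the authors' own value per island. Scores in the low-nitrate H3K9/14Ac list begin at 61.3 with a median of 313, so this island scored low. H3K4me2 covered 59.7 % of Pt26029 in normal nitrate and none in low nitrate (with different antibodies), and H3K9me3 was absent in both. Pt12902 and Pt13076 are missing from the gene table used here and were not analysed as genes, but Fig. 6 draws each between named neighbours. Between Pt36175 and Pt27762, where Fig. 6 draws Pt12902, no acetylated island was listed in normal nitrate and 1 of 1000 bp in low nitrate (chromosome 9, 732601 to 733600, score 1116). Between Pt27923 and Pt46428, where it draws Pt13076, a new acetylated island of 800 bp appeared in low nitrate (chromosome 10, 304001 to 304800, score 1678). H3K9me3 in that interval went from 305401 to 306000 in normal nitrate to 305201 to 306400 in low nitrate.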

**Fig. 6:**
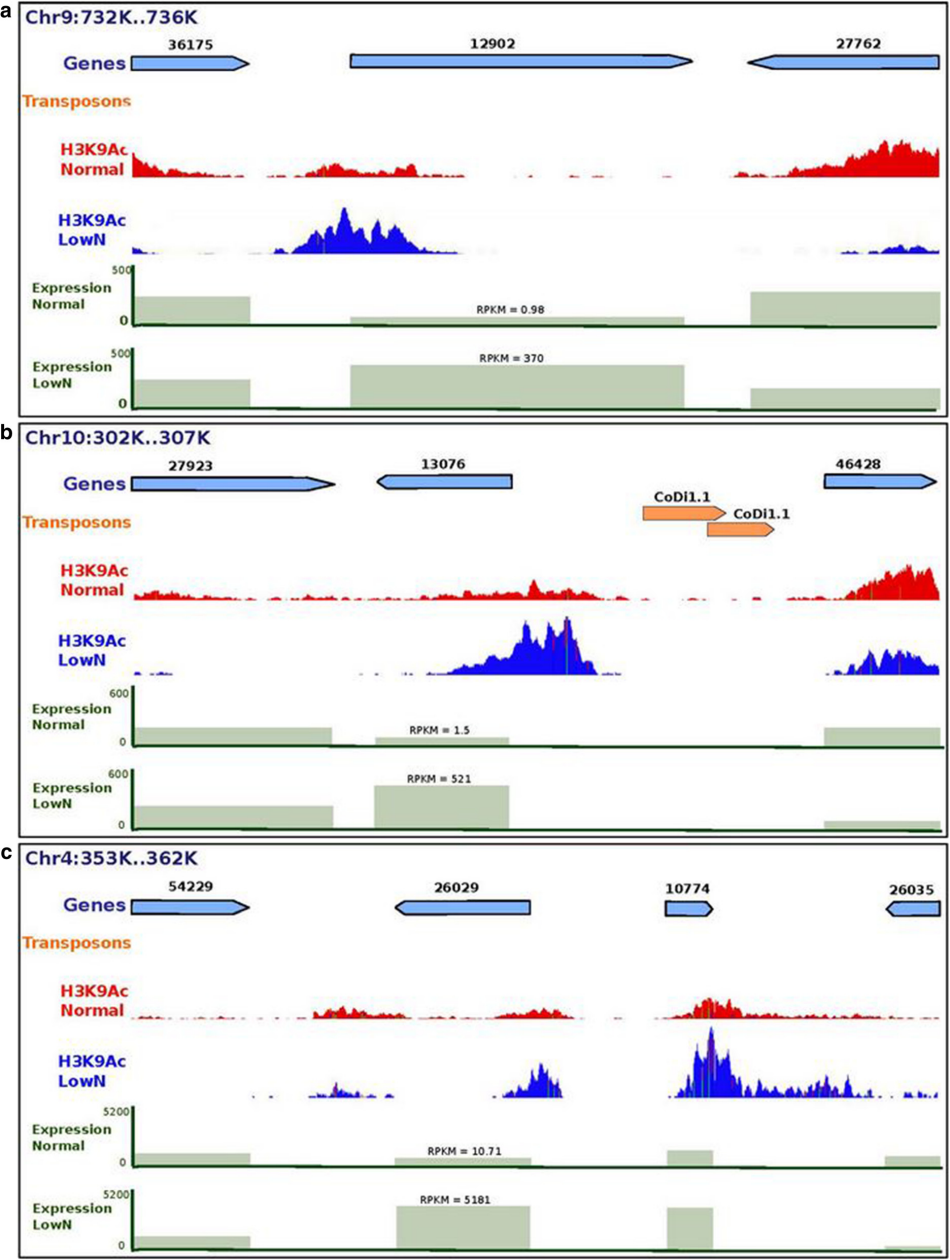
Snapshots of genes differentially marked and regulated under nitrate depletion. Ferredoxin nitrite reductase (12902) (**a**), a nitrite transporter (13076) (**b**) and a nitrate transporter (26029) (**c**) as well as chloroplast ribosomal proteins are shown with higher levels of acetylation and expression under low nitrate conditions

To gain further insights into the functional categories of genes that were differentially marked and regulated under low nitrate, we performed a GO classification as well as a Mapman analysis and found that, as expected, there is an enrichment in genes encoding proteins involved in nitrate metabolic pathways (nitrate transport, reduction and assimilation) as well as genes involved in lipid transport and metabolism, and stress response in conditions of nitrate limitation (Additional files 11, 12, 13, 14, and 15). 

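Changes on gene lists grouped by symbol were compared with 10000 random lists of the same gene lengths. Random genes were drawn only from those that could change in the same way, marked in normal nitrate for a loss and unmarked for a gain, a comparison chosen after the data were seen. Of 51 comparisons with at least 10 such genes, 12 lay outside the middle 95 % of random lists; with at least 50 % of the gene covered, 6 of 56 did. Vesicle traffic lost H3K4me2 on 26 of 54 genes (48.1 % against 28.3 %, percentile 99.88), cytoskeleton and motors on 13 of 24 (54.2 % against 32.6 %, percentile 98.56) and proteasome and ubiquitin on 22 of 50 (44 % against 30.3 %, percentile 97.9). By Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p was 0.0598, 0.0896 and 0.114. In the comparison planned first, against all genes, vesicle traffic (99.98) and proteasome (99) lay outside the range and cytoskeleton within it (94.3). Adjusted p was then 0.00784, 0.126 and 0.169 by Fisher's exact test. Nitrogen and amino acid metabolism lost H3K4me2 on 8 of 18 (percentile 79.22). With at least 50 % of the gene covered, vesicle traffic and proteasome were within the range (94.33 and 46.59). Under that rule light harvesting gained H3K4me2 on 8 of 11 genes (72.7 % against 22.7 %, percentile 99.96; unadjusted p = 4.13e-06 by Fisher's exact test). The H3K4me2 lists of the 2 conditions come from different antibodies.

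H3K9/14Ac was lost from none of 49 vesicle traffic, 45 proteasome and ubiquitin, and 39 central carbon genes (percentiles 0.8, 0.96 and 1.65). Adjusted p was 0.103, 0.128 and 0.156 by Fisher's exact test. Against random lists from all genes, the comparison planned first, the percentiles were 2.68, 2.48 and 2.38, so vesicle traffic was within the range. Cytoskeleton genes lost it on 4 of 15 (percentile 98.07, adjusted p = 0.103 by Fisher's exact test). They gained it on 1 of 17 (5.88 % against 39.2 %, percentile 0.09, adjusted p = 0.0293 by Fisher's exact test). Both were within the range against all genes (92.96 and 4.15), and the gain also with 50 % of the gene covered (7.44). Light harvesting lost it on 5 of 30 genes (percentile 94.56), within the range, though at percentile 98.08 against random lists from all genes, the comparison planned first. With 50 % of the gene covered, vesicle traffic lost it on 3 of 24 genes (percentile 2.05). Central carbon gained it on 5 of 47 (99.52) and heat shock and redox on 4 of 23 (97.74). By Fisher's exact test, unadjusted p was 0.0469, 0.378 and 0.0711. Against all genes the percentiles were 31.24, 99.25 and 86.24, so only central carbon stayed outside the range. At 1 bp the gain of central carbon was within it (6 of 13, percentile 62.14). Among groups too small to rank, nitrogen and amino acid metabolism gained H3K9/14Ac on 3 of 4 genes and heat shock and redox on 3 of 6. Light harvesting and vesicle traffic each gained it on 4 of 5, and histones on 0 of 6. Lipid metabolism lost H3K9me3 on 3 of 5. Unadjusted p was 0.153, 0.678, 0.07, 0.07, 0.0896 and 0.335 by Fisher's exact test. With 50 % of the gene covered, nitrogen and amino acid metabolism gained H3K9/14Ac on 0 of 17 (percentile 31.41). Transcript levels, on which the ontology and Mapman analyses also rest, were not analysed here.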

Other genes involved in different pathways related to nitrate availability were also found to be marked and expressed differentially. For example, genes encoding phytoene desaturase-like3 (Pt15806), known to be involved in carotenoid biosynthesis, coproporphyrinogen III oxidase (Pt10640), involved in heme and chlorophyll synthesis, as well as several proteins involved in light harvesting (Pt14442, Pt25168, Pt22956, Pt22395, Pt47697) gain H3K4me2 under low nitrate, while genes encoding an ATP binding protein (Pt46431) or encoding secondary metabolite biosynthesis components (Pt16295) gained H3K9me3. 

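Of the named genes found in the gene table, H3K4me2 covered more of 3 light harvesting genes in low than in normal nitrate: Pt25168 (Lhcf4, 50.4 to 87.9 %), Pt22395 (Lhcf8, 24.9 to 75.1 %) and Pt22956 (Lhcr2, 61.8 to 71.8 %). H3K9/14Ac covered less of Lhcf8 (98.7 to 23.6 %) and Lhcr2 (100 to 51.2 %). The H3K4me2 islands at Pt47697 and Pt10640 (HemF_2) were longer in low nitrate, 600 to 1600 bp and 800 to 1000 bp, outside the genes, of which 7.5 and 35.7 % were covered in both conditions. The acetylated island on Pt10640 (chromosome 3, 1340601 to 1341600, score 230) had no counterpart in low nitrate. On Pt15806, H3K4me2 covered 38.2 % in normal nitrate (chromosome 21, 468001 to 468800) and none in low nitrate. Pt46431 gained an H3K9me3 island of 1000 bp (chromosome 10, 318001 to 319000, score 54.8) over 28.2 % of the gene, while H3K4me2 went from 26.4 % to none and H3K9/14Ac from 65.9 % to none. H3K9me3 scores in low nitrate begin at 53.8 with a median of 570, so the new island on Pt46431 lay near the bottom of its list. Pt16295 had no H3K9me3 island in either condition. Pt14442 is missing from the gene table and was not analysed here. Island edges move in steps of 200 bp, and each value rests on 1 list per condition. A change in reads within an island, which the paper measured with diffReps (Fig. 5c), would not be seen here. The H3K4me2 lists of the 2 conditions also come from different antibodies.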

Stress response genes were also found to be differentially regulated. Most of the genes that gain or lose DNA methylation encode proteins involved in catalytic activities and metabolism. 

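H3K4me2 and H3K9/14Ac each covered 22.2 % of the proton pump gene Pt15815 in normal nitrate, and neither touched it in low nitrate. An H3K4me2 island of 1600 bp in low nitrate (chromosome 21, 363801 to 365400, score 708) ended less than 200 bp from the gene and overlapped the normal-nitrate island by 200 bp. The acetylated island of normal nitrate spanned 2000 bp (364001 to 366000, score 604) and had no counterpart. Pt51183 (CREG1) lay in a stretch of chromosome 20 that gained an H3K9me3 island of 6400 bp in low nitrate (415401 to 421800, score 402), which covered the whole gene. The same stretch carried an H3K27me3 island in normal nitrate (415001 to 421400), and ISIP2B, a nearby gene named for iron starvation, lay under both. H3K4me2 covered 75.2 % of CREG1 in normal nitrate and none of it in low nitrate. The H3K4me2 values of the 2 conditions come from different antibodies.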

A few other genes indirectly related to nitrate depletion showed differential regulation in response to nitrate limitation, including Pt15815, which encodes an ortholog of a pyrophosphatase-energized proton pump (involved in auxin transport in plants), whose enhanced activity was shown to improve nitrogen uptake in roman lettuce [39], and Pt51183, which encodes a CREG1 ortholog, involved in cellular repression of transcription. Interestingly, many genes of unknown function lost one of the marks, in particular acetylation under low nitrate conditions. Among these genes, many were found to be diatom specific — 30 % of H3K9me3-, 36 % of H3AcK9/14- and 40 % of H3K4me2-marked genes; these represent 9 %, 9.6 % and 3.6 %, respectively, of the *Phaeodactylum* genome, suggesting particular pathways have been recruited by diatoms to survive nitrate depletion in the oceans.

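Of 6117 acetylated genes without a symbol, 520 lost H3K9/14Ac in low nitrate (8.5 %), against 27 of 533 with a symbol (5.07 %). Random lists of acetylated genes of the same lengths, a comparison chosen after the data were seen, gave 8.11 % for the latter, which lay at percentile 0.26. Adjusted p was 0.0326 by Fisher's exact test with Benjamini-Hochberg adjustment over the lists. With at least 50 % of the gene covered the genes with a symbol lay at percentile 82.26, within the range. H3K9me3 went the other way, lost from 18 of 27 genes with a symbol (66.7 % against 34 %, percentile 99.98). In the comparison planned first, against all genes, this loss of H3K9me3 was within the range (2.55 against 2.1 %, percentile 80.27). The loss of H3K9/14Ac stayed below it there (percentile 1.92, adjusted p = 0.187 by Fisher's exact test). A symbol stands in here for a known function, which is a coarse measure. The genes that lost H3K9/14Ac carried H3K9me2 in normal nitrate more often than random acetylated genes (48.1 % against 26.1 %, percentile 100).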

## Discussion

We report here a comprehensive analysis of histone PTMs in the model diatom *P. tricornutum* using MS and ChIP-Seq. MS analysis revealed a large conservation of histone modifications but also new ones, thus expanding the list of histone PTMs in eukaryotes. Most of the histone modifications showed similarities to those of plants and mammals, including acetylation of several lysines on the N-terminal tails of histones H2A, H2B, H3 and H4 and mono-, di- and tri-methylation of lysines 4, 9, 27 and 36 of histone H3, suggesting their role in transcriptional regulation of many biological processes.

MS analysis revealed eight less-characterized modifications, namely acetylation of lysine 59 of histone H4, which was instead reported to be methylated in bovine calf thymus histones [40], and acetylation of lysine 31 of histone H4 (reported only in *Toxoplasma* [41], although not confirmed in an independent study [42]). In addition, we also detected acetylation of lysines 2, 34 and 107 of H2B, which are reported for the first time in this study, as well as the ubiquitination of lysine 111 of the same histone. Due to their accessibility, histone tail modifications have been widely studied and have been shown to act primarily through altering the ability of non-histone proteins to interact with chromatin. On the other hand, less-studied histone modifications in the core domain, such as the novel ones identified in this work, are likely to exert their function through mechanisms that are distinct from those reported for histone tail modifications. H2BAcK34, H4AcK31, H4AcK59, H4K79me1, H4K79me2 and H4K79me3 are located on the lateral surface of the nucleosome (Fig. 1b), suggesting a primary function in the regulation of histone-DNA interactions. To explain how these modifications might alter chromatin structure, a model has been proposed whereby a chromatin remodeling activity acts on the nucleosomes to alter histone-DNA interactions, thereby exposing sites on the lateral surface which in turn become modified and alter the mobility of nucleosomes. This altered mobility can either lead to changes in the accessibility of specific DNA sequences or changes in higher order chromatin structure [39, 42].

Interestingly, *P. tricornutum* combines histone PTMs found in both mammals and plants, such as acetylation and mono- and di-methylation of lysine 79 of histone H3 found only in human and yeast [44] but not in *Arabidopsis* [23], underlying the mosaic nature of the *P. tricornutum* genome. Another interesting example is the acetylation of lysine 20 of histone H4, which is shared with *Arabidopsis* but different from human where this residue is only methylated [23]. H4K20me, which is known to be a repressive mark, was not detected by either MS or western blotting using an antibody that recognizes this modification in *Arabidopsis* (data not shown). Furthermore, mono- and di-methylation of lysine 79 of histone H4 are modifications that *P. tricornutum* shares only with *Toxoplasma gondii*, which is an obligate intracellular parasitic protozoan belonging to the Alveolata, a superphylum closely related to Stramenopiles. Novel histone core domain modifications identified in *P. tricornutum* are probably ancient modifications that likely were lost from the divergent lineages (or have not yet been detected). It will be interesting to investigate the presence of these novel PTMs in closely related species to trace back their evolutionary history more precisely.

We further generated an integrated epigenomic map of five histone marks known to be activating or repressive using ChIP-Seq. Combined with previously published genome-wide DNA methylation data [14], comprehensive and combinatorial analyses revealed some conserved and specific epigenetic features in *P. tricornutum*, thereby extending the existence of the histone code to Stramenopiles. 

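In normal nitrate, 73.2 % of the H3K4me2-covered bp and 61 % of the H3K9/14Ac-covered bp on chromosomes 1 to 33 lay within protein-coding genes. In low nitrate these shares were 68.9 and 60.2 %. Against shifted lists, the bp within genes in normal nitrate were 1.17 times as many for H3K4me2 and 0.971 times for H3K9/14Ac (permutation p = 0.002 for each). By this measure H3K9/14Ac was not in excess within genes.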

As expected, both acetylation of lysines 9 and 14 and di-methylation of lysine 4 of histone H3 map predominantly to genes, followed by intergenic regions and TEs. This is in contrast to H3K9me3, H3K9me2 and H3K27me3, which we found mainly within TEs. 

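Within protein-coding genes lay 34.1 % of the H3K9me3-covered bp, 43.3 % of the H3K27me3-covered bp and 60.4 % of the H3K9me2-covered bp. Against shifted lists the bp within genes were 0.556 times as many for H3K9me3 and 0.704 times for H3K27me3 (permutation p = 0.002 for each), and 0.975 times for H3K9me2 (permutation p = 0.012).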

As in yeast, mammals and plants, H3K4me2 in *P. tricornutum* does not appear to index genes in relation to their expression level and may not be directly implicated in transcriptional activation [45, 46]. By contrast, acetylation correlates with transcription activation and is enriched in gene promoters, which is in line with genome-wide studies in yeast, human and *Arabidopsis* [47–49]. H3K9me2 marking was mainly found on TEs and a substantial number of transcriptionally repressed genes, consistent with what has been observed in plants and animals in which this mark has been profiled [33, 49–50]. The H3K9me3 mark mapped mainly on TEs and is repressive, which is similar to mammals but different from *Arabidopsis*, where it is exclusively found on euchromatic regions where it has a positive effect on gene regulation [32].

H3K27me3 covered 3.84 Mb (14 %) of the 27.4 Mb *P. tricornutum* genome, which is more than *Neurospora*, *Arabidopsis*, *Drosophila* and mammals, where it covers around 6 % of each genome [25, 32]. This high percentage compared with other species can be explained by the large coverage of H3K27me3 over TEs and is in line with this mark being an ancient histone modification with a primary role in TE silencing, as previously suggested [25]. 

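H3K27me3 islands summed to 3849400 bp (3.85 Mb), of which 3368800 bp lay on chromosomes 1 to 33 (12.9 % of these) and 480600 bp on unplaced scaffolds.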

H3K27me3 is known to be repressive and to mark mainly genes in *Drosophila*, mammals, *Arabidopsis* and *Neurospora* [25, 32]. However, its distribution is different and unusual in *P. tricornutum*, being predominantly on TEs, and it has a repressive effect, implying that the functions and mechanisms of H3K27me3 in single-celled eukaryotes may be different from in their multicellular counterparts.

The H3K27me3 mark is established by the Polycomb repressive complex PRC2 and its absence in the model unicellular fungi *S. pombe* and *S. cerevisiae* initially suggested that it arose to regulate developmental processes in multicellular organisms [53]. This hypothesis has recently been questioned because PRC2 has been found in several single-celled species [37]. Our results showing genome-wide mapping of H3K27me3 in a unicellular organism confirm its early evolution prior to the last common ancestor of animals and plants.

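Islands of 2000 bp or more held 80 % of all H3K27me3-covered bp. For H3K9me3 they held 80.8 % and for H3K9me2 71.5 %, against 19.3 % for H3K9/14Ac and 10.7 % for H3K4me2.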

Unlike in *Arabidopsis*, where H3K27me3 marks short regions, typically <1 kb, which tends to be restricted to the coding regions of single genes, H3K27me3-modified regions show blanket-type coverage over large domains in *P. tricornutum* (≥2 kb), which resembles the enriched profiles of H3K27me3 in animals [35, 53]. Our observation of H3K27me3 enrichment over promoter regions and its correlation with highly transcribed genes is also surprising and contrasts with what has been previously reported [37, 55]. The blanket-like coverage of H3K27me3 in animals has been overlooked and such correlations might have been missed from *Drosophila*, human and mouse cells because the wide enrichment of H3K27me3 does not appear to have been analyzed in detail. However, a more detailed study reported recently in mouse embryonic stem cells revealed a similar profile, where H3K27me3 mapping on promoters correlated with high expression, suggesting that these regions might serve as bivalent domains harboring additional activation marks such as H3K4me3 and H3K36me3 [30]. The observed enrichment over the entire gene, gene body alone, or together with either 500 bp upstream or downstream regions represents the majority of H3K27me3-marked genes in *P. tricornutum* and correlates with low expression, thus corresponding to the canonical view of H3K27me3 as being inhibitory to transcription [25, 31, 35]. This suggests that a repressive role of H3K27me3 in *P. tricornutum* might be mediated by gene body marking that occurs in all four clusters identified in Fig. 4, and may compromise transcription elongation. This does not exclude repression by transcription initiation for the upstream marked regions. A novel and intriguing pattern is the presence of H3K27me3 downstream of gene bodies that correlates with activation, suggesting that H3K27me3 does not interfere with transcription termination and that other unknown additional factors allow the transcription of these genes to take place. Overall, H3K27me3-marked genes belong to many functional categories. However, there is a tendency for H3K27me3 to mark genes that have no known function or to be poorly conserved, among which a large proportion have no orthologs. For the rest of the genes that are functionally annotated, a significant number encode ‘developmental’ genes, as seen in mammals and *Arabidopsis*. 

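Acetylation varied with the place of H3K27me3. Of 491 genes with H3K27me3 only beside the gene, 331 (67.4 %) carried H3K9/14Ac on the gene and 73.5 % (69.4 to 77.2) on the gene or within 500 bp. Of 439 genes with H3K27me3 on the body and both sides, 109 (24.8 %) were acetylated on the gene and 35.8 % (31.4 to 40.4) on the gene or within 500 bp. Genes with the mark in the body only (58 %) or in the body and 1 side (53.3 %) lay between. Of all 10018 genes, 66.4 % were acetylated on the gene and 76.9 % on the gene or within 500 bp. Genes with H3K27me3 only beside them were thus acetylated about as often as genes at large. The lower shares can partly follow from the grouping, since H3K9/14Ac and H3K27me3 overlapped 0.427 times as much as shifted lists. The strand was not used, so the upstream and downstream sides are counted together.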

Cluster-wise, most of the genes marked at their promoter by H3K27me3 are co-marked by acetylation, which might explain their transcriptional activity, while the others, in particular those marked over their entire length, tend to encode ‘developmental’ genes as well as defense response genes.

Our work has also shown the importance of chromatin level regulation in diatoms in response to nitrate starvation, as the changes in the examined histone marks had a considerable impact on gene expression. Epigenetic profiling of nitrate-starved cells revealed a set of genes involved in nitrate assimilation, transport and metabolism which either gain activating marks or lose repressive marks and become upregulated. As expected, many diatom-specific genes of unknown function show up in this analysis, suggesting a key role in surviving nitrate starvation. These uncharacterized genes might help diatoms to cope with a scarcity of nitrate until better conditions become available and allow them to bloom and out-compete other plankton. Functional characterization of these genes will shed light on the pathways that diatoms recruit to survive nutrient depletion and will ultimately contribute to better understanding of diatom ecological success in contemporary oceans.

In line with previous studies in *Drosophila* and *Arabidopsis*, where different chromatin states have been identified, the combinatorial analysis of histone marks with DNA methylation allowed us to define three chromatin states — active, repressive or intermediate — supporting the existence of an epigenetic code in addition to the histone code in *P. tricornutum*. Mapping of additional marks will undoubtedly refine this analysis and provide new insights into the role of chromatin modifications in marine diatoms.

## Conclusions

To gain insights into the evolution of chromatin-mediated regulation of genes, we used an integrative approach combining MS, ChIP and RNA-Seq to analyze post-translational modifications of histones in a stramenopile, the model diatom *P. tricornutum*, which is phylogenetically distant from well-known model organisms from other lineages of life such as plants and animals. MS analysis revealed the strong conservation of histone modifications across distantly related species but also new ones, thus expanding the list of histone PTMs in eukaryotes. Remarkably, *Phaeodactylum* combines histone PTMs found in plants and/or mammals, underscoring the chimeric nature of its genome and suggesting a different evolution of histone PTMs in plants and animals. Genome-wide mapping of some key PTMs revealed shared features with plants and animals, such as the distribution of acetylation, and di-methylation of lysine 4 of histone H3, which map mainly on genes and have an activating effect. Our work shows also some divergence from green lineages exemplified by the H3K9me3 profile, which is found exclusively on genes and is activating in *Arabidopsis* while it is distributed mainly on TEs and is repressive in *P. tricornutum* and animals. Interestingly, the pioneering genome-wide mapping of H3K27me3 has revealed an unorthodox distribution as it maps mainly on TEs and has a repressive effect, while this mark is known to repress mostly genes in euchromatic regions in *Arabidopsis*. The H3K27me3 profile in *P. tricornutum* suggests this mark has an evolutionarily ancient function in transcriptional repression of TEs. The presence of H3K27me3 in *P. tricornutum* and several other algae suggests an ancient origin of Polycomb repressive complex proteins and raises the question of its role in single-celled species. Combinatorial analysis of histone PTMs revealed different chromatin states and gene expression patterns, extending the histone code to Stramenopiles. Investigation of histone modifications under nitrate-limiting conditions revealed the dynamic role of chromatin modifications in regulating some key target genes, indicating their importance for adaptation of diatoms to changing environments.

## Materials and methods

### Materials and growth conditions

*Phaeodactylum tricornutum* Bohlin Clone Pt1 8.6 (CCMP2561) cells were grown as described previously [54]. Under low nitrate, cells were grown as described in [14].

### Extraction of histones

Histones from *P. tricornutum* were extracted as described previously [20].

### MNase digest assay

MNase digest was performed as described previously [54] with a few modifications. Nuclei were washed three times with MNase digestion buffer. The nuclei suspension was aliquoted into 100 μl to which 0.5, 12 and 16 units of MNase were added. After 1 h of incubation with the stop buffer, 1 μl of RNAse was added to each sample and further incubated as described previously [55].

### MS assay

#### Protein in-gel digestion using multiple proteases

Comprehensive localization of PTMs on histones requires observation of each amino acid. Efforts to increase histone coverage have been achieved by use of a multiple protease strategy and chemical derivatization. Enzymatic digestion with trypsin results in small peptides that are difficult to retain on nano-high-performance liquid chromatography (HPLC) columns for analysis by MS. As an alternative, lysine amino groups can first be chemically modified by reaction with propionic anhydride to further generate propionylated residues that would be resistant to trypsin proteolysis. Under these conditions, reproducible and MS-compatible Arg-C-type peptides can be obtained [56].

Proteins were separated by 14 % SDS-PAGE gels and stained with colloidal Coomassie blue (LabSafe Gel Blue™, AGRO-BIO) reagent, which does not contain methanol or acetic acid. Histone bands were excised and washed and proteins were reduced with 10 mM dithiothreitol prior to alkylation with 55 mM iodoacetamide or chloroacetamide for ubiquitylation studies. After washing and shrinking of the gel pieces with 100 % acetonitrile, propionylation or in-gel digestion was performed. All digestions were performed overnight in 25 mM ammonium bicarbonate at 30 °C, by adding 10–20 μl endoproteinase (12.5 ng/μl) trypsin (Promega) or 12.5 ng/μl chymotrypsin (Promega) or 12.5 ng/μl ArgC (Promega) or 20 ng/μl elastase (Sigma-Aldrich). The shrunken gel bands were chemically derivatized by treatment with propionic anhydride before and after trypsin digestion. Briefly, this reaction mixture was created using 3/4 propionyl anhydride (Sigma-Aldrich) and 1/4 methanol. Propionylation reagent (20 μl) and 100 μl of 25 mM ammonium bicarbonate were added to each band, adjusted to pH 8.0, and allowed to react at 51 °C for 20 minutes and reduced to dryness using a SpeedVac concentrator for removal of reaction remnants before trypsin digestion. A second round of propionylation was performed to propionylate the newly created peptide N-termini. Ultrasound-assisted extraction was used to extract peptides with 60 % acetonitrile/5 % formic acid extraction solution. The extract was dried in a vacuum concentrator at room temperature and re-dissolved in solvent A (2 % acetonitrile, 0.1 % formic acid). Peptides were then subjected to MS analysis.

### MS and data analysis

Samples were analyzed by nano-HPLC/MS/MS using an Ultimate3000 system (Dionex S.A.) coupled to an LTQ-Orbitrap mass spectrometer (Thermo Fisher Scientific, Bremen, Germany). Samples were loaded on a C18 pre-column (300 μm inner diameter × 5 mm; Dionex) at 20 μl/minute in 2 % acetonitrile, 0.1 % trifluoroacetic acid. After 3 minutes of desalting, the pre-column was switched on line with the analytical C18 column (75 μm inner diameter × 50 cm; C18 PepMap™, Dionex) equilibrated in 100 % solvent A. Bound peptides were eluted using a 0 to 30 % gradient of solvent B (80 % acetonitrile, 0.085 % formic acid) during 157 minutes, then a 30 to 50 % gradient of solvent B during 20 minutes at a 150 nl/minute flow rate (40 °C). Data-dependent acquisition was performed on the LTQ-Orbitrap mass spectrometer in the positive ion mode. Survey MS scans were acquired on the Orbitrap in the 400–1200 m/z range with resolution set to a value of 100,000. Each scan was recalibrated in real time by co-injecting an internal standard from ambient air into the C-trap (‘lock mass option’). The five most intense ions per survey scan were selected for collision-induced dissociation fragmentation and the resulting fragments were analyzed in the linear trap (LTQ). Target ions already selected for MS/MS were dynamically excluded for 20 s.

Data were acquired using the Xcalibur software (version 2.0.7) and the resulting spectra were then analyzed via the Mascot™ Software created with Proteome Discoverer (version 1.4, Thermo Scientific) using an in-house database containing the sequences of histone proteins from *P. tricornutum* (PtH3_50695, PtH3_21239, PtH4_26896, PtH2A_34798, PtH2A_28445, PtH2B_11823, PtH1_54381) or the UniProtKB Phaeodactylum tricornutum database (15,832 proteins) with a Mascot score of 1 % FDR (or <5 %; shown in bold in Additional file 16). Carbamidomethylation of cysteine, oxidation of methionine, acetylation of lysine and protein N-termini, methylation, dimethylation of lysine, arginine and trimethylation of lysine, methylation of aspartic and glutamic acid, di-glycine of lysine, propionylation of lysine and N-termini of peptides, phosphorylated histidine, serine, threonine and tyrosine were set as variable modifications for Mascot searches. The mass tolerances in MS and MS/MS were set to 5 ppm and 0.5 Da, respectively. The resulting Mascot files were further processed using myProMS [57]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium [58] via the PRIDE partner repository [59] with the dataset identifier PXD002148.

### Isolation and immunoprecipitation of chromatin

Chromatin isolation and immunoprecipitation were performed as described previously [21]. The following antibodies were used for immunoprecipitation: H4K9/14Ac (005–044) from Diagenode; H3K4m2 (32356) and H3K9me3 (8898) from Abcam; H3 (07–690), H3K4me2 (07–030), H3K9me2 (17–681) and H3K27me3 (07–449) from Millipore. Peptide competition assays were performed for H3K4me2, H3K9me2 and H3K27me3 as described previously [21].

### Chlorophyll analysis

Cells (1 ml) were harvested by centrifugation at 1400 *g* for 10 minutes, resuspended in 100 % ethanol, and incubated for 30 minutes in the dark. The crude extract was cleared by 1-minute centrifugation at 12,000 *g* and the supernatant was used for chlorophyll quantification according to [60] with a spectrophotometer Biossacte 3 from Thermo Spectronic reading at 629 nm and 665 nm wavelengths. The calculated chlorophyll contents were normalized to 10^6^ cells.

### Oxygen evolution

Photosynthesis was measured as O_2_ exchange rates using a Clark-type oxygen electrode at 25 °C (Oxy-Lab, Hansatech Instruments, King’s Lynn, UK). The actinic light was provided by light-emitting diodes with an emission maximum around 650 nm. For each measurement cells were concentrated by 10-minute centrifugation at 1400 *g* and resuspended in Artificial Sea Water (ASW) to a final concentration of 10^7^ to 3 × 10^7^ cells/ml. Net O_2_ evolution V_max_ was measured at 800 μE and is presented as nmol O_2_ evolved per minute per 10^6^ cells.

### Data analysis

For mapping and analysis we used *P. tricornutum* genome v.2.0 available at the Joint Genome Institute [61]. Reads obtained were quality controlled with a standardized procedure using FASTQC [62]. Trimmomatic [63] was used for quality trimming. GO-based functional analysis on ChIP-marked genes and methylated genes were performed using BLAST2GO [64] with a significant FDR cutoff of 0.05 % probability level. R [65] and Biopython [66] were extensively used for data analysis. For pattern-based analysis on genes and flanking regions, genes were normalized to equal size, and flanking 2-kb regions were selected as the average intergenic size of ~1500 bp. Data processing, analysis, and plotting were performed using Python, R/Bioconductor and Hyperbrowser [67]. Results of the analysis have been made available on the Gbrowse-based genome browser at [68].

### Computational analysis of histone modifications in *P. tricornutum* by ChIP-Seq

Single-end sequencing of the five ChIP samples was performed using an Illumina GAIIx with a read length between 36 and 50 bp. This yielded an average of approximately 37 million reads each (Additional file 3). Data for all ChIP samples and input were of good quality with mean quality scores of 30, with 50 % mean GC content. The reads were mapped onto the *P. tricornutum* genome v.2.0 using Bowtie [69] with mismatch permission of 2 bp. Unique mapping of reads was adopted. To identify regions that were significantly enriched, we used MACS [70] and SICER [71] with parameters of W:200 (window length), G:200 (gap size) for H3K4me2 and H3K9_14Ac; W:200, G:600 for H3K27me3, H3K9me2 and H3K9me3; and a FDR <1E-2. Enriched regions were detected against the islands of background control with the same parameter.

MACS and SICER both generated peaks with similar peak ranges and comparable overlapping genomic regions. But for H3K9me2 and H3K27me3, MACS showed much fewer peaks and in these two cases SICER showed significant diffused peaks which overlapped on repeat regions. Visualization and analysis of genome-wide enrichment profiles were done with IGV [72]. Peak annotations such as proximity to genes and overlap on genomic features such as transposons and genes were performed using Peak Analyzer [73]. The high-throughput Chip sequencing data have been deposited in NCBI’s Gene Expression Omnibus under accession number GSE68513.

### H3K27me3 clustering

A 700 × 30 matrix was created based on position of the H3K27me3 mark along the 500 bp upstream, gene body, and 500 bp downstream regions. Hierarchical clustering was done on this matrix using the complete-linkage method [74]. This resulted in six clusters and each cluster was then correlated to expression level. Both expression levels and ChIP seq peaks were plotted as heat maps with red reflecting high expression (expression level RPKM greater than 20), and green low expression (expression level RPKM between 0 and 20).

### Homology estimation analysis

We downloaded 57,224,756 protein sequences from 344,297 species from UniProt [75] and MMETSP [76] databases. The sequences were then categorized into various groups of life, Archaea, Bacteria and as described in the Eukaryote tree of life [77]. Finally, for the homology estimation analysis, 662,593, 20,176,346, 7,250,814, 1,741,270 and 3,065,341 protein sequences from Archaea (~267 species), Bacteria (~4435 species), Opisthokonta (~853 species), Archaeplastida (~144 species) and diatoms (~70 species) were considered, respectively. The homology was assigned to a pair by BLASTP [78] using an expected cutoff value of 1e-5.

### Detection of nucleosome occupancy sites

Nucleosome prediction with NuPoP [79] (HMM order, 3; Markov model, Linker-Nucleosome; Markov model species, NULL) on the Pt1.86 were compared with nucleosome mapping using NucHunter [80]. The following parameters are used: chunk size, 1 Mb; *p*-value threshold, 1E-6; Z-score, 3.0; interval length, 146 bp. NuPoP predicts 161,875 nucleosomes. Genome-wide di-nucleotide preference over nucleosomes and nucleosome-depleted regions was estimated by fetching their corresponding nucleotide sequences using GFF-Ex [81] and calculating the frequency of AT, TA, TT, GC and CG occurrence within the sequences using compseq [82].

### Bisulfite-Seq methylation analysis

We mapped Bisulfite-Seq reads from an Illumina GAII from DNA extracted from both nitrate replete and depleted conditions after filtering through FASTQC to the Pt1.86 reference genome available using Bismark [83]. Five million reads for the replete nitrogen condition and 3.3 million reads for the low nitrogen condition were uniquely mapped and de-duplicated. Average fold coverage was 17. We extracted the methylation calls for each base and for calling a CpG/CHH/CHG site as methylated, we used a cutoff of at least three reads and a minimum of 20 % reads being methylated.

### RNA-Seq data analysis for gene expression quantification

TopHat v.1.1.3 [84] and Cufflinks [85] were used to map and estimate the transcripts from the RNA-Seq data. Relative abundances of transcripts were measured as fragments per kilobase of exon per million fragments mapped (FPKM).

## Additional files

Additional file 1: Figure S1. Phylogeny of different classes of histone proteins. **A** Relationship between different classes of histone proteins in *P. triconutum*. Boot strap numbers are indicated. **B** Protein sequences from different species belonging to respective classes of histone proteins were obtained from NCBI, aligned using Gonnet [87], and used to construct a neighbor-joining tree. The numeric values on the tree indicate the bootstrap confidence between two branches. Only core histones are considered in this tree. NCBI accession numbers used are as follows: [H3: *Drosophila melanogaster* (NP_724345), *Homo sapiens* (NP_003520), *Caenorhabditis elegans* (NP_496899), *Arabidopsis thaliana* (NP_195713), *Chlamydomonas reinhardtii* (XP_001690671), *Phaeodactylum tricornutum* (XP_002177514), *Thalassiosira pseudonana* (XP_002288694), *Paramecium tetraurelia* (BAF03646), *Saccharomyces cerevisiae* (AAS64349), *Dictyostelium discoideum* (XP_647577), *Leishmania infantum* (XP_001463740), *Giardia intestinalis* (ESU45648)]; [H4: *Arabidopsis thaliana* (NP_180441), *Chlamydomonas reinhardtii* (XP_001690685), *Caenorhabditis elegans* (NP_492641), *Drosophila melanogaster* (NP_524352), *Paramecium tetraurelia* (CAD97571), *Dictyostelium discoideum* (XP_642712), *Leishmania infantum* (XP_001464339), *Giardia intestinalis* (ADW95184), *Saccharomyces cerevisiae* (EDV12280), *Homo sapiens* (ESW55528), *Phaeodactylum tricornutum* (XP_002179286), *Thalassiosira pseudonana* (XP_002288196)]; [H2A: *Phaeodactylum tricornutum* (XP_002181345), *Thalassiosira pseudonana* (XP_002286413), *Paramecium tetraurelia* (XP_001433287), *Drosophila melanogaster* (NP_524519), *Caenorhabditis elegans* (NP_001263788), *Homo sapiens* (NP_003507), *Arabidopsis thaliana* (Q90681), *Chlamydomonas reinhardtii* (EDO96006), *Saccharomyces cerevisiae* (CAA81267), *Leishmania infantum* (CAD11891), *Dictyostelium discoideum* (XP_636327), *Giardia intestinalis* (ESU37209)]; [H2B: *Phaeodactylum tricornutum* (XP_002179210), *Thalassiosira pseudonana* (XP_002290856), *Saccharomyces cerevisiae* (CAA81268), *Arabidopsis thaliana* (NP_180440), *Chlamydomonas reinhardtii* (XP_001700194), *Drosophila melanogaster* (NP_724342), *Caenorhabditis elegans* (NP_505464), *Homo sapiens* (NP_003510), *Giardia intestinalis* (ESU39253), *Paramecium tetraurelia* (XP_001428087), *Leishmania infantum* (XP_001470056), *Dictyostelium discoideum* (XP_628972)]; [H1: *Drosophila melanogaster* (NP_724341), *Homo sapiens* (NP_722575), *Chlamydomonas reinhardtii* (XP_001693443), *Arabidopsis thaliana* (AAD20121), *Caenorhabditis elegans* (NP_491678), *Saccharomyces cerevisiae* (NP_015198), *Phaeodactylum tricornutum* (XP_002179285), *Thalassiosira pseudonana* (XP_002294007)]. Additional file 2: Figure S2. Identification of histone modification sites. MS/MS spectrum of novel PTMs detected in histones H3, H4, H2A and H2B, as well as histone PTMs that were mapped. Additional file 3: Table S1. Sequencing data from each chromatin immunoprecipitation experiment followed by Illumina HiSeq 2000. The number of sequencing reads analyzed in the ChIP-Seq and RNA-Seq data are shown. Additional file 4: Figure S3. Coverage (in base pairs) of the peaks of each histone mark on the genomic features (genes, TEs and intergenice regions) of *P. tricornutum*. Additional file 5: Figure S4. Distributions of histone modifications on genes, TEs, Genes and TEs, and intergenic regions. Additional file 6: Table S2. Functions of encoded proteins of genes marked with a range of histone modifications. KOG functional categories and GO enriched categories are shown. For functional enrichment, a hypergeometric test was performed with KOG classes and a GO enrichment test with GO classes. GO enrichment was performed with a Fisher exact test using a reference set of whole genome annotation (4772 genes) and an FDR value of 0.05. The comparison was performed against the unmarked genes. Additional file 7: Figure S5. Distribution of histone marks on TEs and their correlation with expression. **A** Proportion of different classes of TEs marked by six modifications, including DNA methylation. The numbers of the different classes of TEs are indicated above each bar. **B** Expression of different classes of TEs marked by the five histone modifications. Additional file 8: Figure S6. Nucleosome features. **A** Micrococcal nuclease digest. The three right most lanes indicate digestions of nuclei with increasing concentrations of MNase resulting in a major band of mononucleosomes around 150 bp. Lane C indicates undigested control. The two left-most lanes indicate low and high molecular weight DNA ladders. **B** Pie chart showing genome-wide nucleosome distributions (H3) along genes, TEs, and intergenic regions. The number of each genomic feature is indicated. **C** Dinucleotide frequencies around nucleosome occupancy sites and over linker regions. Additional file 9: Table S3. GO categories and orthology groups of H3K27me3 clusters of genes. Additional file 10: Figure S7. Characterization of *P. tricornutum* cells grown under nitrate limiting conditions. **A** Chlorotic phenotype of cells grown under low nitrate at 75 μM (left) versus replete control at 880 μM (right). **B** Growth curves of cells grown under low (75 μM) and normal (880 μM) nitrate for 3 weeks. **C** Chlorophyll *a* and *c* contents in each culture condition measured using ethanol extraction. **D** Maximal oxygen evolution rates in each culture condition. Measurements in C and D were made after seven days of culture. Additional file 11: Table S4. List of differentially marked and expressed genes under nitrate depleted condition. Additional file 12: Figure S8. GO categories of genes differentially regulated and marked by H3K4me2 under low nitrate. Additional file 13: Figure S9. GO categories of genes differentially regulated and marked by H3AcK9/K14 under low nitrate. Additional file 14: Figure S10. GO categories of genes differentially regulated and marked by H3K9me3 under low nitrate. Additional file 15: Figure S11. MapMan display of genes differentially marked and regulated under low nitrate showing assignment to different metabolic compartments, including light harvesting, photorespiration, amino acid biosynthesis, and lipid metabolism. MapMan of the model plant *Arabidopsis thaliana* was used. Additional file 16: Table S5. The sites of post-tanslational modifications (PTMs) on histones include amino acid (residue) and peptide sequences which are acetylated (*Acetyl*), methylated (*Methyl*, *Dimethyl* and *Trimethyl*) or ubiquitinated.

## Abbreviations

bp: base pair
CDS: coding sequence
ChIP: chromatin immunoprecipitation
CS: chromatin state
FDR: false discovery rate
GO: gene ontology
HPLC: high-performance liquid chromatography
MNase: micrococcal nuclease
MS: mass spectrometry
PTM: post-translational modification
TE: transposable element

# Supplementary material for: An integrative analysis of post-translational histone modifications in the marine diatom Phaeodactylum tricornutum
**Source:** Genome Biol. 2015 May 20;16(1):102. doi: 10.1186/s13059-015-0671-8

H4

Ac at K59

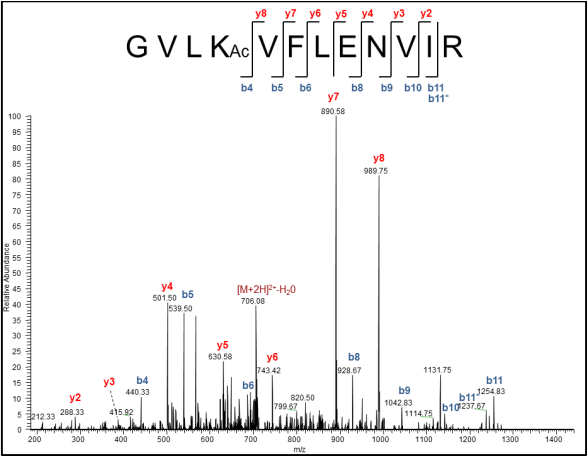

Ac at K31

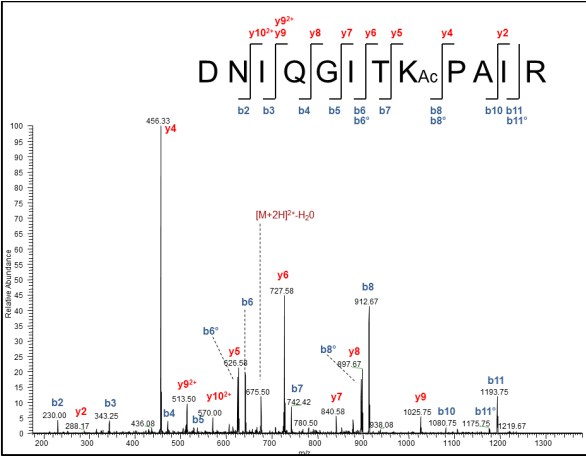

me at K79

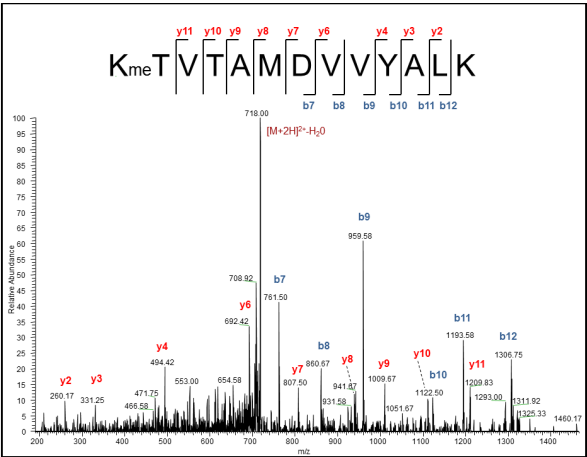

H2B
Ac at K2,
K6, K10

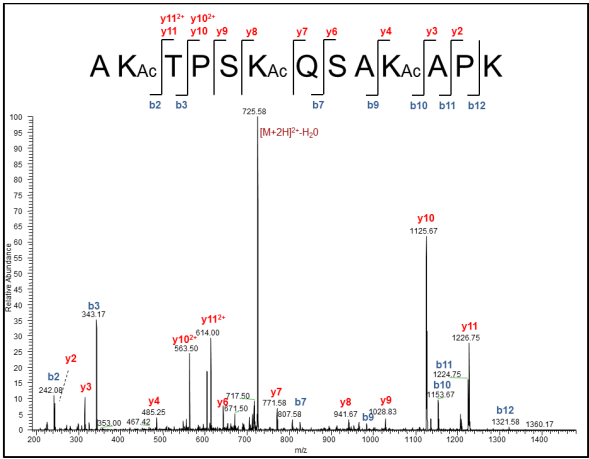

Ac at K34

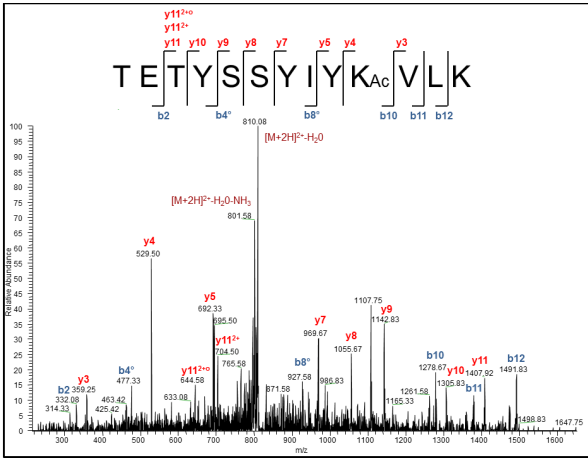

Ac at K107

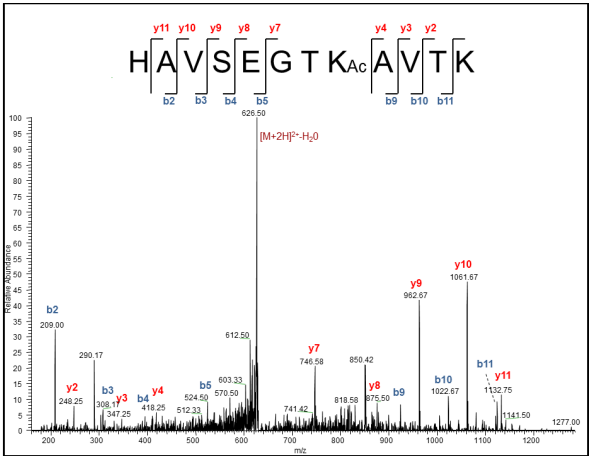

Ub at K111

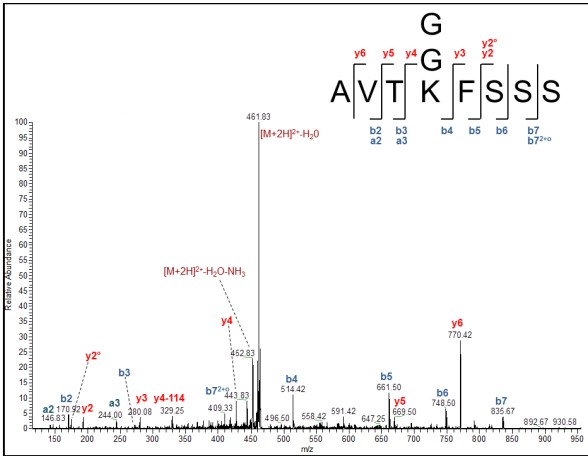

H3
Ac at K9,
K14

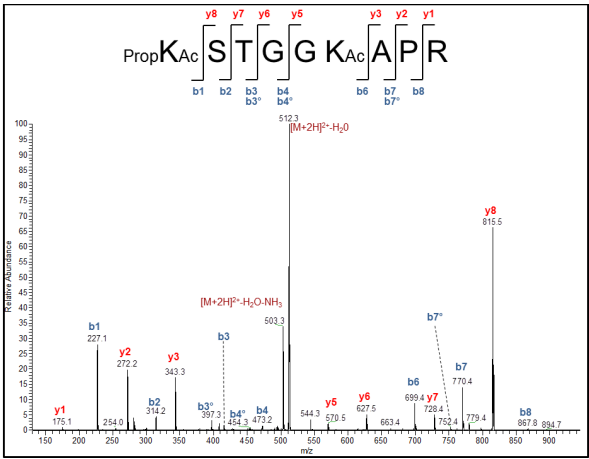

Ac at K9,
K14
me3 at K4

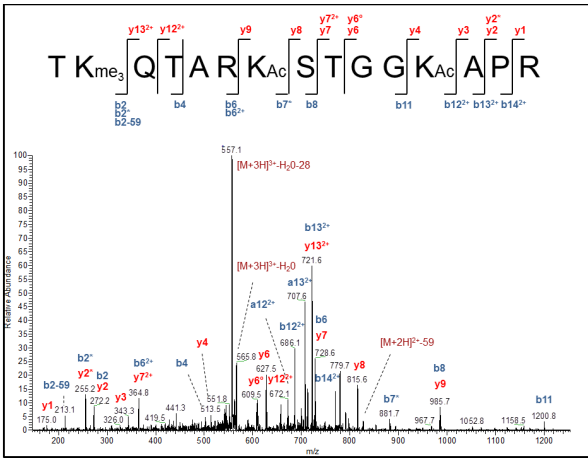

Ac at K9,
K14
me2 at K4

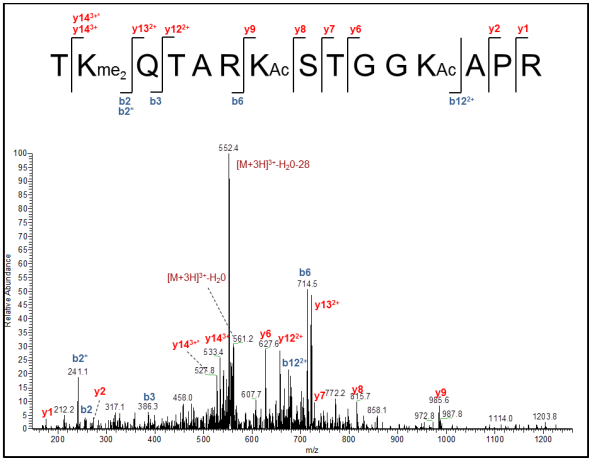

me3 at K27

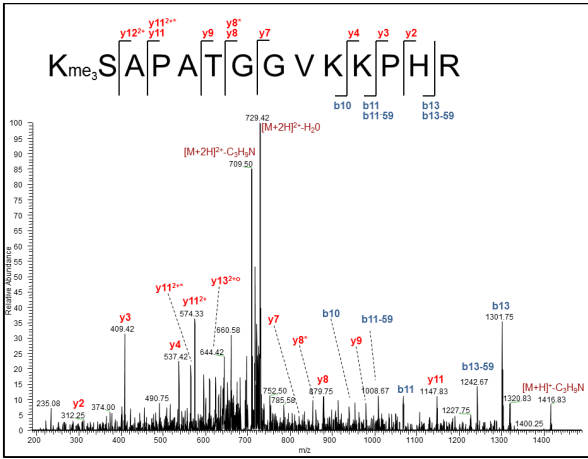

H4

Ac at K59

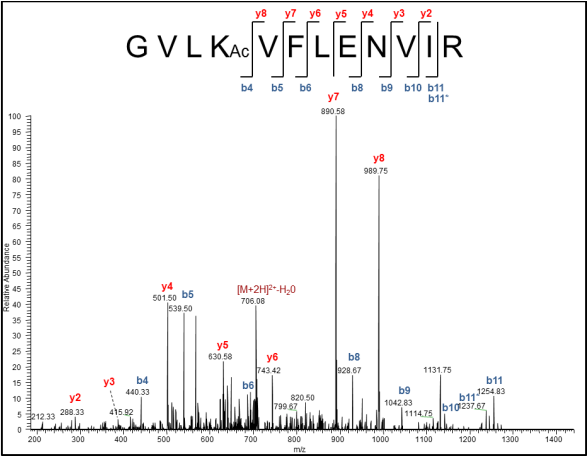

me at K79

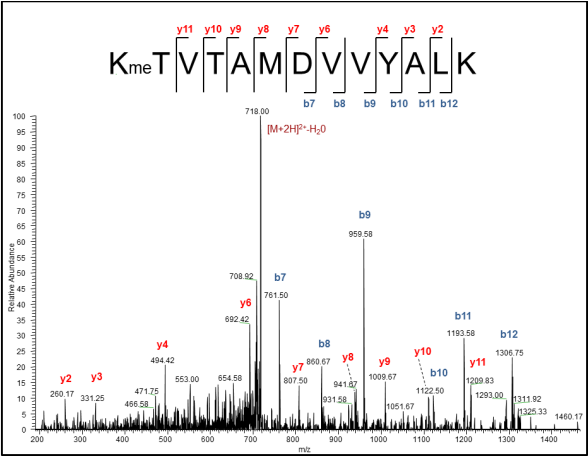

me2 at K79

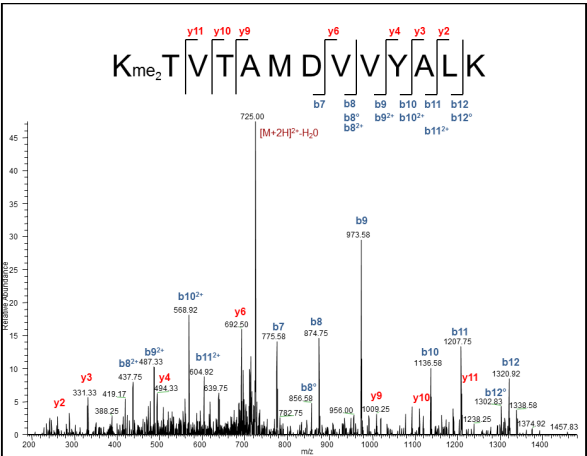

**Supplement:** Additional file 2: Figure S2. — Identification of histone modification sites. MS/MS spectrum of novel PTMs detected in histones H3, H4, H2A and H2B, as well as histone PTMs that were mapped.

# Supplementary material for: An integrative analysis of post-translational histone modifications in the marine diatom Phaeodactylum tricornutum
**Source:** Genome Biol. 2015 May 20;16(1):102. doi: 10.1186/s13059-015-0671-8
**Supplement:** Additional file 16: Table S5. — The sites of post-tanslational modifications (PTMs) on histones include amino acid (residue) and peptide sequences which are acetylated (Acetyl), methylated (Methyl, Dimethyl and Trimethyl) or ubiquitinated.

|    |                       |                    | Trypsine                                          |          |              |
|----|-----------------------|--------------------|---------------------------------------------------|----------|--------------|
| H4 | residue               | modification (PTM) | Peptide sequence and modified amino acid          | mgf file | Mascot Score |
|    | K5, K8, K12 and K16   | Acetyl             | GKGGKGLGKGGAKR + Acetyl (K:2.5.9.13)              | F8001BL  | 76,23        |
|    | K20                   | Acetyl             | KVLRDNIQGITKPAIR + Acetyl (K:1)                   | F8457BL  | 40,17        |
|    | K31                   | Acetyl             | DNIQGITKPAIR + Acetyl (K:8)                       | F8001BL  | 35,73        |
|    | K59                   | Acetyl             | GVLKVFLENVIR + Acetyl (K:4)                       | F7771BL  | 52,13        |
|    | K59                   | Methyl             | GVLKVFLENVIR + Methyl (K:4)                       | F7771BL  | 60,6         |
|    | K79                   | Methyl             | KTVTAMDVVYALK + Methyl (K:1) + Oxidation (M:6)    | F7638BL  | 66,19        |
|    | K79                   | Dimethyl           | KTVTAMDVVYALK + Dimethyl (K:1)                    | F8001BL  | 63,16        |
|    | K79                   | Trimethyl          | KTVTAMDVVYALK + Oxidation (M:6) + Trimethyl (K:1) | F7638BL  | 62,58        |
|    |                       |                    | Chymotrypsine                                     |          |              |
|    | N-terminus, K5 and K8 | Acetyl             | SGRGKGGKGL + Acetyl (K:5.8) + Acetyl (N-term)     | F7672BL  | 38,55        |
|    |                       |                    | ArgC                                              |          |              |
|    | K5, K8, K12 and K16   | Acetyl             | GKGGKGLGKGGAKR + Acetyl (K:2.5.9.13)              | F8374BL  | 89,07        |
|    | K20                   | Acetyl             | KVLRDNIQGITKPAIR + Acetyl (K:1)                   | F8374BL  | 52,73        |
|    | K79                   | Methyl             | KTVTAMDVVYALKR + Methyl (K:1)                     | F8374BL  | 56,23        |
|    | K79                   | Dimethyl           | KTVTAMDVVYALKR + Dimethyl (K:1)                   | F8374BL  | 65,86        |

|     |                  |                    | Trypsine                                                                  |          |              |
|-----|------------------|--------------------|---------------------------------------------------------------------------|----------|--------------|
| H2B | residue          | modification (PTM) | peptide sequence and modified amino acid                                  | mgf file | Mascot Score |
|     | K2               | Acetyl             | AKTPSKQSAKAPK + Acetyl (K:2.6.10)                                         | F8001BL  | 62,35        |
|     | K6               | Acetyl             | AKTPSKQSAKAPK + Acetyl (K:2.6.10)                                         | F8001BL  | 63,35        |
|     | K10              | Acetyl             | AKTPSKQSAKAPK + Acetyl (K:2.6.10)                                         | F8001BL  | 64,35        |
|     | K10, K13 and K14 | Acetyl             | QSAKAPKKAATGTK + Acetyl (K:4.7.8)                                         | F7639BL  | 67,4         |
|     | K34              | Acetyl             | TETYSSYIKVLK + Acetyl (K:10)                                              | F8001BL  | 45,63        |
|     | K107             | Acetyl             | HAVSEGTKAVTK + Acetyl (K:8)                                               | F8001BL  | 48,97        |
|     | K111             | Ubiquitin          | AVTKFSSS + GlyGly (K:4)                                                   | F7427FD  | 31,33        |
|     |                  |                    | Propionylation + trypsin                                                  |          |              |
|     | K2               | Acetyl             | AKTPSKQSAKAPK + Acetyl (K:2) + Propionyl (K:6.10) + Propionyl (N-term)    | F7677BL  | 37,16        |
|     | K6               | Acetyl             | AKTPSKQSAKAPK + Acetyl (K:6) + Propionyl (K:2.10.14) + Propionyl (N-term) | F7677BL  | 31,82        |
|     | K10              | Acetyl             | QSAKAPKKAATGTK + Acetyl (K:4) + Propionyl (K:7.8)                         | F7677BL  | 32,04        |
|     | K13 and K14      | Acetyl             | QSAKAPKKAATGTK + Acetyl (K:7.8) + Propionyl (K:4)                         | F7677BL  | 29,3         |
|     | K48              | Acetyl             | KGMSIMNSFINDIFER + Acetyl (N-term) + Oxidation (M:6) + Propionyl (K:1)    | F7677BL  | 41,47        |

|       |                                     |                    | Trypsine                                                             |          |              |
|-------|-------------------------------------|--------------------|----------------------------------------------------------------------|----------|--------------|
| H2A.Z | residue                             | modification (PTM) | peptide sequence and modified amino acid                             | mgf file | Mascot Score |
|       | N-terminus, K3, K6, K9, K12 and K15 | Acetyl             | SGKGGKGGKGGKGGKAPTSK + Acetyl (K:3.6.9.12.15) + Acetyl (N-term)      | F8001BL  | 55,25        |
|       |                                     |                    | ArgC                                                                 |          |              |
|       | N-terminus, K3, K6, K9, K12 and K15 | Acetyl             | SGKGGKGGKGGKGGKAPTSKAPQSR + Acetyl (K:3.6.9.12.15) + Acetyl (N-term) | F8025BL  | 44,08        |

| H3 | residue              | modification (MPT) | Trypsine                                                  |          |              |
|----|----------------------|--------------------|-----------------------------------------------------------|----------|--------------|
|    |                      |                    | Peptide sequence and modified amino acid                  | mgf file | Mascot Score |
|    | K18 and K23          | Acetyl             | KQLATKAAR + Acetyl (K:1.6)                                | F7639BL  | 65,11        |
|    | K27                  | Acetyl             | KSAPATGGVK + Acetyl (K:1)                                 | F7397FD  | 52,35        |
|    | K27 and K36          | Methyl             | KSAPATGGVKKPHR + Methyl (K:1.10)                          | F7771BL  | <b>27,16</b> |
|    | K27                  | Dimethyl           | KSAPATGGVKKPHR + Dimethyl (K:1) + Methyl (K:10)           | F8001BL  | 47,19        |
|    | K27                  | Trimethyl          | KSAPATGGVKKPHR + Methyl (K:10) + Trimethyl (K:1)          | F7396FD  | <b>24,59</b> |
|    | K36                  | Acetyl             | SAPATGGVKKPHR + Acetyl (K:9)                              | F8001BL  | 42,9         |
|    | K36                  | Methyl             | SAPATGGVKKPHR + Methyl (K:9)                              | F7639BL  | 52,09        |
|    | K36                  | Dimethyl           | SAPATGGVKKPHR + Dimethyl (K:9)                            | F8001BL  | 58,82        |
|    | K36                  | Trimethyl          | SAPATGGVKKPHR + Trimethyl (K:9)                           | F7396FD  | <b>28,86</b> |
|    | K56                  | Acetyl             | YQKSTDLLIR + Acetyl (K:3)                                 | F7981BL  | <b>41,12</b> |
|    | K79                  | Acetyl             | EIAQDFKSDLR + Acetyl (K:7)                                | E7981BL  | 67,24        |
|    | K79                  | Methyl             | EIAQDFKSDLR + Methyl (K:7)                                | F8001BL  | <b>33,46</b> |
|    | K79                  | Dimethyl           | EIAQDFKSDLR + Dimethyl (K:7)                              | F8001BL  | 35,73        |
|    | K122                 | Acetyl             | VTIMPKDIQLAR + Acetyl (K:6) + Oxidation (M:4)             | F7981BL  | 52,39        |
|    |                      |                    | ArgC                                                      |          |              |
|    | residue              | modification (MPT) | Peptide sequence and modified amino acid                  | mgf file | Mascot Score |
|    | K4                   | Dimethyl           | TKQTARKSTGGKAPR + Acetyl (K:7.12) + Dimethyl (K:2)        | F8025BL  | <b>24,63</b> |
|    | K4                   | Trimethyl          | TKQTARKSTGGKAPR + Acetyl (K:7.12) + Trimethyl (K:2)       | F7982BL  | <b>23,6</b>  |
|    | K9, K14, K18 and K23 | Acetyl             | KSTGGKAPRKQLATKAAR + Acetyl (K:1.6.10.15)                 | F8375BL  | 32,03        |
|    | K18 and K23          | Acetyl             | KQLATKAAR + Acetyl (K:1.6)                                | F8375BL  | 51,87        |
|    | K27                  | Acetyl             | KSAPATGGVKKPHR + Acetyl (K:1)                             | F8375BL  | 34,19        |
|    | K27                  | Trimethyl          | KSAPATGGVKKPHR + Trimethyl (K:1)                          | F8375BL  | 43,21        |
|    | K36                  | Methyl             | KSAPATGGVKKPHR + Methyl (K:10)                            | F8375BL  | 47,49        |
|    | K36                  | Dimethyl           | KSAPATGGVKKPHR + Dimethyl (K:10)                          | F8375BL  | 57,99        |
|    | K79                  | Methyl             | LVREIAQDFKSDLR + Methyl (K:10)                            | F8375BL  | 45,32        |
|    | K79                  | Dimethyl           | LVREIAQDFKSDLR + Dimethyl (K:10)                          | F8375BL  | <b>27,22</b> |
|    | K122                 | Acetyl             | VTIMPKDIQLAR + Acetyl (K:6) + Oxidation (M:4)             | F7982BL  | <b>25,17</b> |
|    |                      |                    | Propionylation + trypsin                                  |          |              |
|    | residue              | modification (MPT) | Peptide sequence and modified amino acid                  | mgf file | Mascot Score |
|    | K9                   | Acetyl             | KSTGGKAPR + Acetyl (K:1) + Propionyl (K:6)                | F8535BL  | 45,25        |
|    | K9                   | Methyl             | KSTGGKAPR + Acetyl (K:6) + Acetyl (N-term) + Methyl (K:1) | F8535BL  | 44,24        |
|    | K18 and K23          | Acetyl             | KQLATKAAR + Acetyl (K:1.6)                                | F7677BL  | 38,59        |
|    | K27                  | Acetyl             | KSAPATGGVKKPHR + Acetyl (K:1) + Propionyl (K:10.11)       | F7677BL  | 42,14        |
|    | K27                  | Dimethyl           | KSAPATGGVKKPHR + Dimethyl (K:1) + Propionyl (K:10.11)     | F7677BL  | 56,89        |
|    | K27                  | Trimethyl          | KSAPATGGVKKPHR + Propionyl (K:10.11) + Trimethyl (K:1)    | F7677BL  | 75,62        |
|    | K36                  | Methyl             | SAPATGGVKKPHR + Methyl (K:9) + Propionyl (K:10)           | F7677BL  | 58,02        |
|    | K36                  | Dimethyl           | SAPATGGVKKPHR + Dimethyl (K:9) + Propionyl (K:10)         | F7677BL  | 43,49        |
|    | K79                  | Dimethyl           | EIAQDFKSDLR + Dimethyl (K:7)                              | F7677BL  | <b>27,23</b> |

|     |                           |                    | Trypsine                                        |          |              |
|-----|---------------------------|--------------------|-------------------------------------------------|----------|--------------|
| H2A | residue                   | modification (PTM) | peptide sequence and modified amino acid        | mgf file | Mascot Score |
|     | N-terminus, K3, K5 and K7 | Acetyl             | SGKGKGKGGR + Acetyl (K:3.5.7) + Acetyl (N-term) | F7771BL  | 46,69        |
|     |                           |                    | ArgC                                            |          |              |
|     | N-terminus, K3, K5 and K7 | Acetyl             | SGKGKGKGGR + Acetyl (K:3.5.7) + Acetyl (N-term) | F8374BL  | 39,82        |

How the deposited data were processed for this re-analysis (not part of the article)

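Lists of enriched islands were used from ChIP-Seq of *P. tricornutum* chromatin, 5 lists from normal nitrate (880 µM; H3K4me2, H3K9/14Ac, H3K9me2, H3K9me3 and H3K27me3) and 3 from low nitrate (75 µM; H3K4me2, H3K9/14Ac and H3K9me3), 1 list per mark and condition. Nucleosome occupancy, input chromatin, DNA methylation, gene expression and transposable elements were not analysed here. According to the paper, the authors sequenced single-end reads, aligned them with Bowtie to *P. tricornutum* genome v.2.0 (unique positions, mismatches allowed), and called enriched regions with MACS and SICER against a background control at a false discovery rate below 0.01. The paper states a SICER window of 200 bp, with a gap of 200 bp for H3K4me2 and H3K9/14Ac and of 600 bp for the other marks. Both H3K9me3 lists hold gaps of 400 to 600 bp, so the gap used for them is uncertain. Versions of these tools and the caller behind each list are not stated; apart from 1 H3K9/14Ac island on a scaffold, the islands lie on 200-bp windows, as those of SICER do. In 5 of the 8 lists each island has a score, given by the authors as deposited; its definition and scale are not stated, so it was used only to rank islands within 1 list. The lists hold no read counts, and depth per library, given in Additional file 3 of the paper, was not used here. The precision of a position is therefore 200 bp, and the chance that a weak region was missed is unknown.

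Positions in the lists count from 0 with the end included, and 1 was added to each. The list headers name no genome build. In 3 lists the chromosome names are spelled in 2 ways, with and without a trailing space (9229 and 1107 islands for H3K4me2, 1279 and 1356 for H3K9me2, 625 and 542 for H3K27me3, all in normal nitrate), and both were used. H3K9me3 in normal and H3K9/14Ac in low nitrate hold no island on the 45 unplaced scaffolds, so conditions were compared on chromosomes 1 to 33. Sequence lengths were taken as the last position of any island or gene. Genes were the 10018 protein-coding genes on chromosomes 1 to 33 of a RefSeq table, of which 707 have a symbol. The table gives no strand and no product names.

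The fit of the gene table to the lists was examined by moving lists of H3K4me2 and H3K9/14Ac by up to 5000 bp in either direction in steps of 100 bp and counting overlap with genes. Of 10 combinations of list and measure tried, 6 were highest at an offset of 0 and 4 elsewhere. Genes touched were highest at 0 for the joined normal-nitrate lists, for H3K4me2 and H3K9/14Ac in normal nitrate and for H3K9/14Ac in low nitrate; for H3K4me2 in low nitrate they were highest at 500 bp (6605 against 6406 genes). Covered bp within genes were highest at 0 for H3K4me2 in both conditions (32 and 12 of 33 chromosomes), and at -1600 bp for the joined lists, which was the first measure tried, at -1500 bp for H3K9/14Ac in normal and at 1400 bp in low nitrate. The later measures were chosen after the first was seen.

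A mark was on a gene when an island shared at least 1 bp with it. Observed counts and shared bp were compared with 1000 circular shifts of a list along each chromosome (two-sided permutation test, smallest p 0.002). Gene profiles used 10 bins in the gene and 10 in each 500-bp flank, with both ends averaged since the strand was not used. Expected numbers of genes per combination are products of the single-mark shares. H3K27me3 patterns were found by complete-linkage clustering of 30 bins into 6 clusters, by average linkage and by fixed rules, all without regard to strand. Genes that kept, lost or gained a mark in low nitrate were counted without a test, since each condition has 1 list. Intervals are 95 % Wilson intervals.

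Gene lists were compared with 10000 random lists matched on deciles of gene length, as percentiles, with the middle 95 % (2.5 to 97.5) as the range, and by Fisher's exact test with Benjamini-Hochberg adjustment. The design fixed before the data were examined called for lists by product name, which could not be made. In their place 16 lists were made from gene symbols, after the genome-wide counts per mark were known and before the marks of any single gene or list were looked at: light harvesting, histones, nitrogen and amino acid metabolism, pigment synthesis, lipid metabolism, central carbon metabolism, proteasome and ubiquitin, heat shock and redox, cytoskeleton and motors, replication and repair, cell cycle, vesicle traffic, iron starvation and reduction, membrane ATPases, and genes with and without a symbol. Lists under 10 genes were not ranked. Apart from the list of genes without a symbol, the lists hold only genes with a symbol. Random lists were drawn from genes with and without one. The genes named are 82, by a rule fixed in advance: genes named by the paper or drawn in its Fig. 6 (28, with their values in the paper's supplementary table already seen), the 8 genes per mark with the largest gain and the largest loss of coverage, and the 5 with the most covered bp. The rule asked for genes with a named product; having a symbol took its place. Marks on genes that kept, lost or gained another mark were compared with random lists 42 times, of which 7 are fixed by definition, and only the first 2 had a prediction. After these were seen, 36 comparisons were made against genes that could change in the same way (marked in normal nitrate for kept and lost, unmarked for gained), and the text gives these. Changes on gene lists were likewise compared, after those against all genes were seen, with random lists of genes that could change: 51 were ranked and 12 lay outside the range, and 56 and 6 with 50 % of the gene covered. Another 3 genes named by the paper are missing from the gene table.

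The alternatives tried were islands at or above the median score of their list (median length where there is no score), joining of islands within 600 bp, other rules of overlap (200 bp, 50 % of the gene, 500 bp on either side), pseudogenes included, genes with no neighbour within 500 bp, equal covered length of the 2 conditions, a tolerance of 1000 bp, other linkage and Fisher's exact test. Using the first spelling of chromosome names alone, and drawing random genes only from those that could change, were added after the data were seen. Alternatives for transposable elements were not run.

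The methods were tested on simulated data. Islands placed at random were called apart from shifted lists in 1 of 40 runs with the lengths of H3K9me3 and in 1 of 40 with those of H3K27me3. With 30 % of islands centred on genes, 27 and 32 of 40 runs were called, at a median ratio of 1.04. Of random lists of 35 genes, 26 of 400 fell outside the range, and of lists with marked genes drawn 3 times as often, 298 of 400. Counts were checked against counting position by position and were equal in 6 of 6 cases. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.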

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

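The test of scaffold lengths was chosen only after its result was seen. The other tests in this part were set out beforehand, but the reading of the equal-length test was changed afterwards.

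The first pattern is a signal in sequences the paper does not discuss. The unplaced scaffolds were covered by H3K27me3 to 38.5 % and by H3K9me2 to 43.3 % in normal nitrate, 2.99 and 1.83 times the share on chromosomes 1 to 33. Scaffold lengths taken from the last island or gene are too short and would raise every mark, but H3K4me2 was less dense on the scaffolds than on the chromosomes (0.789 times). That argues against short lengths as the whole cause. Repeat-rich sequence that could not be placed in the assembly may carry repressive marks, but repeats were not analysed here and no biological explanation was tested.

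The second pattern is the loss of H3K4me2 in low nitrate, from far more genes than gained it. Its size depends on the rule. With at least 50 % of the gene covered, 1088 genes lost and 735 gained it. With the first spelling of chromosome names alone in the normal-nitrate list, 2184 lost and 463 gained it, a setting chosen after seeing the data. With the normal-nitrate list brought to the covered length of the low-nitrate list, by dropping 3029 of its shortest islands, genes lost over genes gained was 1.09. Beforehand, a ratio under 2 had been set to count for the larger list as the cause. That reading was dropped after the result was seen, because 1346 of the 1505 genes then gained had lost their normal-nitrate islands to that step. The test therefore does not decide whether the larger list gives the imbalance. Islands on genes that lost the mark had a median length of 600 bp against 800 bp on genes that kept it, a ratio of 0.75 that leaves weak islands near the calling threshold open. The 2 lists come from different antibodies, and 0 nitrate conditions have lists from both, so the antibody and a change with nitrate cannot be told apart and both stay open.

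The third pattern is the gain of H3K9/14Ac in low nitrate by more genes than lost it. Small moves of island edges alone do not account for the imbalance. Without genes within 1000 bp of an island of the other list, genes gained over genes lost was 3.39. The gains fell from 1268 to 546 genes and the losses from 547 to 161 under that rule. Such moves could therefore still lie behind many of the gains. Islands on genes that gained the mark were short, with a median of 600 bp against 1200 bp on genes that kept it (ratio 0.5), so many of the gains could be weak islands near the calling threshold. The order of gain and loss also turns when at least 50 % of the gene must be covered (536 gained). A change with nitrate remains open, and with 1 list per condition it was not tested.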

How the results depend on the processing

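Using the first spelling of chromosome names alone, and drawing random genes only from those that could change, were chosen after seeing the data. Of 97 tested comparisons under an alternative, 91 kept their direction and their side of the threshold. Where a result moved, the cause was not tested, apart from counts that fall because fewer islands or genes qualify. Each list stands alone and read depth was not used here, which limits every count between conditions. No paired analysis was possible because the labels carry no replicate numbers. Alternatives on transposable elements were not run, RNA genes could add only pseudogenes, and chromosomes 1 to 33 were already the setting for genes.

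With islands at or above the median score or length, coverage was 4156600 bp for H3K9/14Ac and, in low nitrate, 4225400 bp for H3K4me2 and 4088400 bp for H3K9/14Ac. Genes marked were then 3837 for H3K9/14Ac, 1938 for H3K9me2, 341 for H3K9me3 and 290 for H3K9me2 with H3K9me3, and in low nitrate 3602, 4222 and 321 for H3K4me2, H3K9/14Ac and H3K9me3. Gene ends minus middle were -9.99, 5.58, -2.61, -0.015 and -0.789 points for H3K4me2, H3K9/14Ac, H3K9me2, H3K9me3 and H3K27me3, and -2.44, 8.07 and 0.0948 for H3K4me2, H3K9/14Ac and H3K9me3 in low nitrate, the last reversed from -0.205. H3K4me2 was kept on 3171, lost from 3988 and gained on 431 genes. Its lists were cut by length in normal and by score in low nitrate, so these H3K4me2 counts rest on unlike cuts. H3K9/14Ac was kept on 2952 and lost from 885, and H3K9me3 was lost from 53 and gained on 33.

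With at least 50 % of the gene covered, genes marked were 3754 for H3K4me2 and 2301 for H3K9/14Ac, and 3401 and 2112 in low nitrate. Observed over shifted genes reversed for H3K9me2 (1.01, permutation p = 0.394) and for H3K9/14Ac in low nitrate (0.99, permutation p = 0.555). Genes with H3K4me2 and H3K9/14Ac only were 1350, with H3K9me2 in addition 145, with all 5 marks 28 and with none 4071. H3K4me2 was kept on 2666, lost from 1088 and gained on 735 genes, H3K9/14Ac kept on 1576 and gained on 536, and H3K9me3 lost from 69. Lists apart from random lists were 2 for H3K4me2 and 3 for H3K9me3, and for changes, against random lists from all genes, 0 for H3K4me2 lost, 1 for H3K4me2 gained, 3 for H3K9/14Ac lost and 1 for H3K9/14Ac gained. By Fisher's exact test they were 3 for H3K4me2 and 0 for H3K9me3. Among genes that could change, with 1 bp as the rule, they were 0 for H3K4me2 gained, 1 for H3K9/14Ac gained and 2 for H3K9me3 lost.

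With 500 bp on either side included, genes with H3K9me3 were 892 (913 in low nitrate), with H3K9me2 and H3K9me3 700, with H3K4me2 only 850, with all 5 marks 276 and with none 220; H3K4me2 was gained on 89, and H3K9me3 kept on 661 and gained on 252. At equal covered length, H3K4me2 was lost from 1638 and gained on 1505 genes (1346 of these through the dropped islands), and H3K9me3 gained on 72. With the tolerance of 1000 bp, H3K4me2 was lost from 1023 and gained on 22, and H3K9/14Ac lost from 161 and gained on 546. For genes with no neighbour within 500 bp, ends minus middle were -7.6 (H3K4me2), 9.62 (H3K9/14Ac) and -2.35 (H3K27me3), and -4.32 and 14.7 for H3K4me2 and H3K9/14Ac in low nitrate. H3K4me2 on H3K9me2 islands was 0.837 by islands sharing 1 bp and 0.886 by islands sharing 50 % of their length (permutation p = 0.002 for both). H3K9me2 islands on genes were 1.02 with 50 % of the island in genes (permutation p = 0.04, reversed) and 0.992 within 500 bp of genes (permutation p = 0.092). Joined within 600 bp, 16.4 % of H3K4me2 and 18.4 % of H3K9/14Ac islands reached 2000 bp. For H3K27me3, average linkage put 176 genes in body and 1 side and 487 in body and both sides, and fixed rules put 531 in body and 1 side. The first spelling alone gave 1560 genes with H3K9me2, 650 with H3K27me3 and 463 that gained H3K4me2.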

Differences from the paper's values

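Using the first spelling of chromosome names alone, and taking the gain of H3K9/14Ac as a share of genes marked in either condition, were chosen only after the values were seen. Of 29 values compared, 8 differ by more than 1.5 times, 3 of them among the 16 stated in the paper's text. Some text values lie just under that limit and still differ. For the genome under the 5 marks the paper states almost 40 %, against 59.3 % here, where 40.7 % lay under none. Genes with H3K4me2 in its gene ontology analysis are 6047, against 8888 here. The loss of H3K4me2 is almost 20 % in the paper and 29.7 % here. The paper states no minimum overlap between an island and a gene, and its gene lists were not used here, so how many of its genes a setting drops is unknown.

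The paper gives 700 genes with H3K27me3, against 1147 here. Among the alternatives set before the data were examined, 50 % of the gene covered (864) and islands at or above the median length (820) fall within 1.5 times, while 200 bp of the gene (1072), 500 bp on either side (1669) and pseudogenes included (1150) do not. The first spelling alone, chosen after seeing the values, gives 650. For genes with both H3K9me2 and H3K9me3 the paper gives 218, against 465 here. Islands at or above the median (290) fall within, and 200 bp (433), 50 % of the gene (339), 500 bp on either side (700) and pseudogenes (467) do not. The paper states that 16 % of genes free of H3K9/14Ac gained it, against 37.6 % here. Islands at or above the median (20.5 %) and the tolerance of 1000 bp (16.2 %) fall within, and 50 % of the gene (6.95 %), 500 bp on either side (45 %) and equal covered length (36.2 %) do not. As a share of genes marked in either condition, a measure chosen after seeing the values, the gain here is 16 %.

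Read by eye, the paper shows about 1300 genes with H3K9me2 in Fig. 2b, against 3161 here. Islands at or above the median length (1938) fall within, and 200 bp (3020), 50 % of the gene (2297), 500 bp on either side (3847) and pseudogenes (3164) do not. The first spelling alone, chosen after seeing the values, gives 1560. For H3K9me3 it shows about 290 genes in Fig. 2b, against 591 here. With 50 % of the gene (400) and islands at or above the median score (341) the values fall within, and with 200 bp (541), 500 bp on either side (892) and pseudogenes (593) they do not. The legend of Fig. 2b calls its numbers peaks overlapping a feature, while the paper's text cites the figure for numbers of genes. Islands that touched a gene here were 2299 for H3K9me2 and 490 for H3K9me3. Fig. 5a shows about 1000 genes that lost and about 1000 that gained H3K4me2, against 2641 and 159 here. For the loss, 50 % of the gene (1088) and the tolerance (1023) fall within, and 500 bp on either side (1946), the median (3988) and equal length (1638) do not. For the gain, 50 % of the gene (735) falls within, and 500 bp on either side (89), the median (431), equal length (1505) and the tolerance (22) do not. Fig. 5a shows about 160 genes that kept H3K9me3, against 400 here, and no alternative falls within (331 with 50 % of the gene, 661 with 500 bp on either side, 288 at the median, 376 at equal length, 400 with the tolerance).

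Some named genes also stand apart from the paper's description, but by an unlike measure. Its Fig. 5c takes differential binding from reads in peaks with diffReps, while islands were compared here without read counts. More reads within an island kept in both conditions would not be seen here, so these genes need not conflict with the paper. Of the light harvesting and pigment genes the paper says gained H3K4me2 in low nitrate and that are in the gene table, 3 of 6 (Pt25168, Pt22956, Pt22395) were covered more in low nitrate. At Pt47697 and Pt10640 the island was longer in low nitrate (600 to 1600 bp and 800 to 1000 bp), with no more of the gene covered (7.5 and 35.7 %). Pt15806 went the other way, from 38.2 % to none. Each of these genes carried H3K4me2 in normal nitrate, so none is a gain by the rule used here. The H3K4me2 lists of the conditions also come from different antibodies. The paper names Pt16295 for H3K9me3, and no island of this mark touched it in either condition. H3K4me2 was highest in the gene middle (47.7 %) and H3K9/14Ac at gene ends (35.1 %). The paper places the peaks of both near the 5′ end. Both ends are averaged here, and shares of genes under islands are given where Fig. 2c shows read density. A mark on the 5′ end and the middle would also be highest in the middle after averaging. Whether either profile differs from the paper's can therefore not be told. The paper counts the places shared by all 5 marks as regions, and the same number, 119000, is found here in bp.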

Other observations

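The comparisons of other marks on genes that gained H3K9me3 or H3K4me2 were chosen only after results were seen; the other tests in this part were set out beforehand.

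Repressive marks gathered at chromosome ends and on some small chromosomes. In the last 20 kb at each end, 37.5 % of bp were under H3K9me3 against 6.96 % elsewhere (5.39 times), and 42.5 % under H3K27me3 against 11.3 % (3.75 times, the smaller of the 2 ratios), while H3K9me2 was 41.3 against 22.7 %. H3K4me2 (20.7 against 30.1 %) and H3K9/14Ac (12.1 against 25.8 %) were less frequent there. H3K9me2 covered 62.1, 63.6 and 48.7 % of chromosomes 30, 31 and 33, H3K27me3 40.7, 52.3 and 38.3 %, and H3K9me3 18.5, 32.4 and 35.8 %.

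Genes that gained H3K9/14Ac in low nitrate mostly carried H3K4me2 beforehand, 1196 of 1268 (94.3 %) against 74.1 % of random acetylation-free genes, above all of 10000 random lists (percentile 100). Genes that lost H3K9me3 and were free of acetylation did not gain it more often than random acetylation-free genes. Of 33 such genes 6 gained it (18.2 % against 40 %), at percentile 0.38, a negative result. The random genes were drawn whether or not they carried H3K9me3. In a comparison chosen after results were seen, H3K9me3 was on 1.26 % of genes that gained H3K9/14Ac, against 9.56 % of random acetylation-free genes. The test therefore does not compare genes that lost H3K9me3 with genes that kept it. Genes that gained H3K9me3 already carried H3K27me3 in 71.4 % of cases against 8.01 % of random genes free of H3K9me3, and H3K9me2 in 83.3 against 30 %. Genes that gained H3K4me2 carried H3K27me3 less often than random genes free of H3K4me2, 21.4 against 32.9 %. They carried H3K9/14Ac more often, 54.7 against 20.2 %. Both directions turn against random lists from all genes, which gave 11.3 % for H3K27me3 and 64.9 % for H3K9/14Ac.

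Histone genes carried H3K4me2 and differed in acetylation. H3K4me2 covered 46.2 % of H3-1c, 70 % of H3.3 and 90.7 % of H4-1b, with H3K9/14Ac on 65.6, 75.5 and 59.6 % of them, while H2A-3a and H2B-1a had H3K4me2 over 100 % and H1 over 85.3 %, with no acetylation. Of 9 genes of iron starvation and reduction, 2 gained H3K9me3 and 2 lost H3K9/14Ac in low nitrate.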
